# Lung Epithelial CYP1 Activity Regulates Aryl Hydrocarbon Receptor Dependent Allergic Airway Inflammation

**DOI:** 10.3389/fimmu.2022.901194

**Published:** 2022-06-06

**Authors:** Francesca Alessandrini, Renske de Jong, Maria Wimmer, Ann-Marie Maier, Isis Fernandez, Miriam Hils, Jeroen T. Buters, Tilo Biedermann, Ulrich M. Zissler, Christian Hoffmann, Julia Esser-von-Bieren, Carsten B. Schmidt-Weber, Caspar Ohnmacht

**Keywords:** aryl hydrocarbon receptor, cytochrome P450 enzyme, CYP1B1, eosinophilia, airway epithelial cells, lung allergy

## Abstract

The lung epithelial barrier serves as a guardian towards environmental insults and responds to allergen encounter with a cascade of immune reactions that can possibly lead to inflammation. Whether the environmental sensor aryl hydrocarbon receptor (AhR) together with its downstream targets cytochrome P450 (CYP1) family members contribute to the regulation of allergic airway inflammation remains unexplored. By employing knockout mice for AhR and for single CYP1 family members, we found that AhR^-/-^ and CYP1B1^-/-^ but not CYP1A1^-/-^ or CYP1A2^-/-^ animals display enhanced allergic airway inflammation compared to WT. Expression analysis, immunofluorescence staining of murine and human lung sections and bone marrow chimeras suggest an important role of CYP1B1 in non-hematopoietic lung epithelial cells to prevent exacerbation of allergic airway inflammation. Transcriptional analysis of murine and human lung epithelial cells indicates a functional link of AhR to barrier protection/inflammatory mediator signaling upon allergen challenge. In contrast, CYP1B1 deficiency leads to enhanced expression and activity of CYP1A1 in lung epithelial cells and to an increased availability of the AhR ligand kynurenic acid following allergen challenge. Thus, differential CYP1 family member expression and signaling *via* the AhR in epithelial cells represents an immunoregulatory layer protecting the lung from exacerbation of allergic airway inflammation.

## Introduction

The aryl hydrocarbon receptor (AhR) is a ligand-activated transcription factor used by immune cells and non-hematopoietic cells to sense the environment and adapt to physiological processes particularly at and within barrier sites such as the skin, the gut or the lung (1). Upon ligand binding, cytoplasmic AhR translocates to the nucleus to regulate gene transcription either alone or in a complex with other transcription factors. The AhR thereby acts as an intracellular sensor, which is able to respond to a variety of organic compounds including xenobiotics and tryptophane metabolites both from the host and from microbial/dietary sources. Interestingly, knockout of the AhR or deprivation of AhR ligands has been shown to alter the proper function of the immune system, particularly intestinal type 3 immunity including Th17 cells, innate lymphoid cells type (ILC)3 and a subset of intraepithelial cells (2–5).

In the context of allergic diseases, ablation of the AhR has been shown to increase the severity of allergic inflammation, indicating a rather protective role of the AhR in these settings (6–11). In fact, the AhR agonist Tranilast has been successfully employed as anti-allergic drug (12–14). Noteworthy, the AhR also regulates ILC2 activity (15), immunogenicity of dendritic cells (16), macrophage polarization towards a M2 phenotype *via* mesenchymal cells (17) and class-switch recombination as well as IL-10 expression in B cells (18, 19). Mechanistically, activation of the AhR typically results in upregulation of the cytochrome P450 (CYP1) members *cyp1a1*, *cyp1a2* and *cyp1b1 (* 1). CYP enzymes are monooxygenases that catalyze various reactions involved in drug metabolism, synthesis of cholesterol, steroids and other lipids. Importantly, a polymorphism in the *CYP1B1* gene has been linked to enhanced risk of bronchial asthma (20). However, whether and how AhR activity and particularly individual cytochrome P450 members play a role in allergic airway inflammation (AAI) has not been addressed so far.

Therefore, we investigated whether knockout of AhR and individual CYP1 family members differentially impact AAI in murine model systems using clinically-relevant, naturally occurring aeroallergens. We show that AhR and CYP1B1 but not CYP1A1 or CYP1A2 deficiency leads to disease exacerbation in preclinical models of AAI. We further show that airway epithelial cells (ECs) express high levels of CYP1B1 and CY1B1 expression in non-hematopoietic cells is required for protection from exacerbated AAI. AhR deficiency results in alteration of gene expression profiles in primary airway ECs at steady state and even more following AAI, but CYP1B1 deficiency did not. We identified enhanced CYP1A1 activity in CYP1B1^-/-^ ECs and altered tryptophane (Trp) metabolite levels as a possible mechanism responsible for the AAI-potentiating effects observed in CYP1B1^-/-^ animals. This work reveals a novel protective role of AhR signaling in airway ECs, which may have the potential to serve as a novel target for therapy of allergic asthma.

## Results

### AhR and CYP1B1 Deficiency Aggravates Ragweed-Induced Allergic Airway Inflammation

To assess the role of AhR signaling and cytochrome P450 enzymes in AAI, we sensitized AhR^-/-^, CYP1A1^-/-^, CYP1A2^-/-^ and CYP1B1^-/-^ mice to ragweed extract as depicted in **Figure 1A**. Although the overall detection of serum immunoglobulins was very modest, CYP1B1^-/-^ animals showed a significant increase at the endpoint in total IgE compared to WT (**Figure 1B**; left panel) and Amb a 1-specific IgG1 level compared to PBS, WT and CYP1A2^-/-^ (**Figure 1B**; right panel). A tendency towards increased IgE and Amb a 1-specific IgG1 levels was observed also for AhR^-/-^ mice albeit not reaching significance (**Figure 1B**). Enhanced BAL cell infiltration could be observed in AhR^-/-^ and CYP1B1^-/-^ compared to PBS and WT but not to CYP1A1^-/-^ and CYP1A2^-/-^ animals (**Figure 1C**). Differential cell counts revealed that this effect was predominantly due to enhanced infiltration of eosinophils, lymphocytes and macrophages into the bronchoalveolar space (**Figure 1C**). Additionally, CYP1B1^-/-^ animals revealed enhanced frequencies of Gata3^+^Foxp3^−^ T helper (Th2) cells in lung tissue compared to PBS, WT, AhR^-/-^ and CYP1A1^-/-^ (**Figure 1D**). Gene expression analysis of key Th1/Th2-associated cytokines and CCL11 in lung tissue revealed a tendency for increased IL-4 expression in AhR^-/-^ and CYP1B1^-/-^ animals, but overall, no significant differences were detected between the investigated genotypes (**Figure 1E**). Histological analysis of lung tissue showed strongest inflammatory infiltration and mucus hypersecretion in AhR^-/-^ - and CYP1B1^-/-^ animals, although significantly only compared to PBS and not to WT or to other genotypes (**Figure 1F**). Altogether, these results demonstrate that AhR^-/-^ and CYP1B1^-/-^ animals suffer from a stronger AAI upon chronic exposure to ragweed extract compared to WT and to the other investigated genotypes.

**Figure 1:**
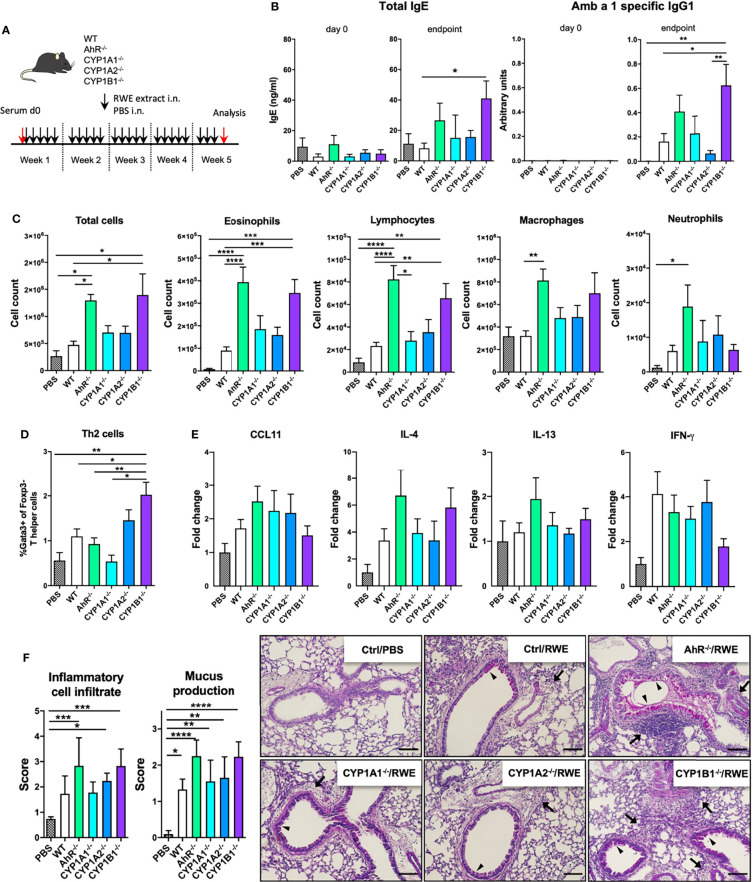
AhR and CYP1B1 deficiency aggravates pollen-induced allergic airway inflammation. **(A)** Experimental setup. Mice of indicated genotypes were exposed for five weeks to RWE extract. Wildtype mice exposed to PBS served as negative controls (PBS). **(B)** Total IgE (left) and Amb a 1-specific IgG1 (right) at day 0 and endpoint. **(C)** Total and differential BAL cell counts, **(D)** Th2 cell frequency, **(E)** CCL11, IL-4, IL-13, IFN-γ expression in whole lung tissue and **(F)** histological scores (left) and representative lung sections (right). Arrows: inflammatory infiltrate; arrowheads: mucus hypersecretion; scale bar: 100µm. Mean ± SEM, n=6-21 mice/group from up to 3 independent experiments. Histological scores: mean ± SD, (n=5). ANOVA with Tukey’s multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### AhR and CYP1B1 Deficiency Aggravates House Dust Mite-Induced Allergic Airway Inflammation

In order to assess the allergen specificity of our finding in the ragweed model, we next exposed WT, AhR^-/-^ and CYP1B1^-/-^ animals to HDM-induced AAI (**Figure 2A**). Here, a more pronounced increase of total serum IgE and a significant increase of Der f specific IgG1 was found both in AhR^-/-^ and CYP1B1^-/-^ compared to WT mice (**Figures 2B, G**). Further, we found enhanced lung cellular infiltration in the BALF of AhR^-/-^ and CYP1B1^-/-^ animals predominantly due to eosinophils and lymphocytes and macrophages (**Figures 2C, H**). No difference in BALF neutrophils was detected (data not shown). In contrast, increased frequencies of Th2 cells could be observed in lung tissue of both genotypes compared to WT (**Figures 2D, I**). AhR^-/-^ mice showed three- to fourfold higher levels of IL-4 and IL-13 as well as of CCL11 in lung tissue and a slight increase of IL-17A, whereas CYP1B1^-/-^ mice showed only slightly elevated expression of IL-4, a strong increase of IL-17A and no variations in CCL11 and IL-13 compared to WT (**Figures 2E, J**). Importantly, HDM has been shown to elicit a mixed Th2/Th17 response (21) and elevated IL-17A underline enhanced inflammation. IFN-γ levels were not affected in either genotype (data not shown). Lastly, histological analysis of HDM-exposed lungs revealed enhanced peribronchiolar and perivascular infiltration and mucus hypersecretion in both AhR^-/-^ and CYP1B1^-/-^ animals compared to WT (**Figures 2F, K**).

**Figure 2:**
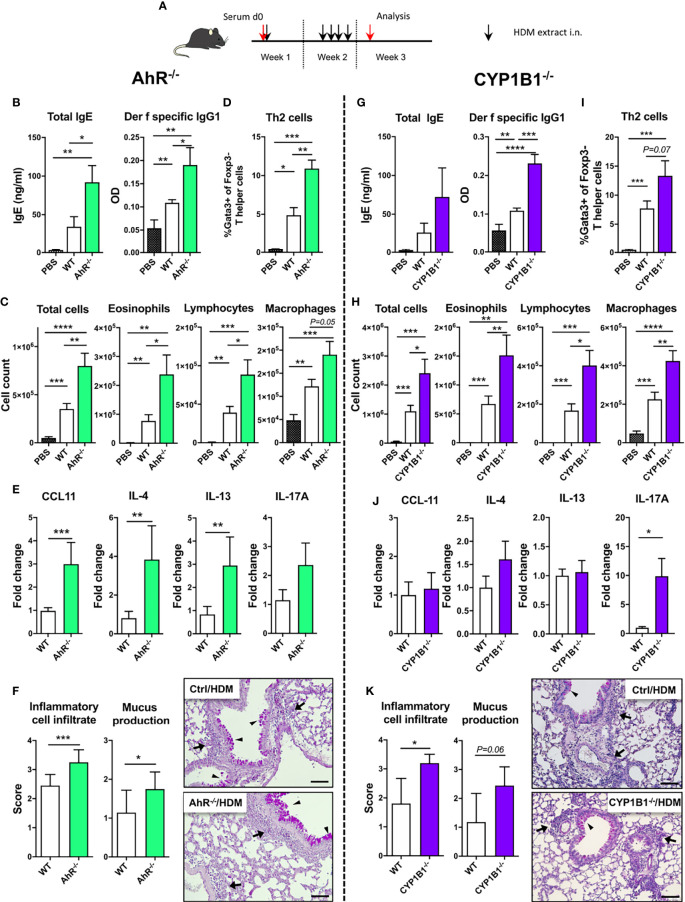
AhR and CYP1B1 deficiency aggravates HDM-induced allergic airway inflammation. **(A)** Experimental setup. AhR^-/-^ (left) and CYP1B1^-/-^ (right) were exposed to house dust mite (HDM) as indicated. **(B, G)** Total IgE (left) and *Der f*-specific IgG1 (right) at endpoint. **(C, H)** Total and differential BAL cell counts, **(D, I)** Th2 cell frequency, **(E, J)** CCL11, IL-4, IL-13, IL-17A mRNA levels in whole lung tissue, **(F, K)** histological scores (left) and representative lung sections (right) at endpoint in AhR^-/-^ and CYP1B1^-/-^, respectively. Arrows: inflammatory infiltrate; arrowheads: mucus hypersecretion; scale bar: 100µm. Mean ± SEM, n=5-10 mice/group/experiment from 2 independent experiments. Histological scores: mean ± SD, (n=5). Student’s unpaired two-tailed t-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Altogether our *in vivo* data from two different adjuvant-free AAI models indicate that both AhR and its downstream target CYP1B1 are essential to prevent excessive AAI in a non-allergen-specific manner.

### CYP1B1 Is Primarily Expressed in Airway Epithelial Cells

Given the selective effect of CYP1B1expression on the allergic inflammatory response, we then aimed to identify the cell type(s) that primarily express CYP1B1 in the lung and to evaluate if our results can be translated to human. Therefore, we first separated hematopoietic (CD45^+^) and non-hematopoietic (CD45^−^ cells) from the lungs of naïve WT, AhR^-/-^ and CYP1B1^-/-^ animals. Strikingly, non-hematopoietic WT lung cells expressed roughly 100-200 times higher levels of CYP1B1 compared to hematopoietic cells at baseline (**Figure 3A**). Interestingly, CYP1B1 expression was not affected by the absence of AhR (**Figure 3A**) suggesting a basal CYP1B1 expression independent of AhR activity. Immunofluorescence staining of murine lung tissue showed that CYP1B1 stained within bronchial epithelial cells (EC), similarly in control and allergic animals (**Figure 3B**). Also, in human lung sections, CYP1B1 stained bronchial ECs (**Figure 3C**). In contrast, CYP1B1 did not stain alveolar ECs in mouse or human lung sections (**Figures 3B, C**). These data are in line with single cell expression data demonstrating CYP1B1 but not CYP1A1 or CYP1A2 expression across different subsets of human lung epithelial and fibroblastic cells (**Supplementary Figure S1**). By contrast, AhR expression was found in both epithelial and hematopoietic human lung cells irrespective of an asthma background (**Supplementary Figure S2**).

**Figure 3:**
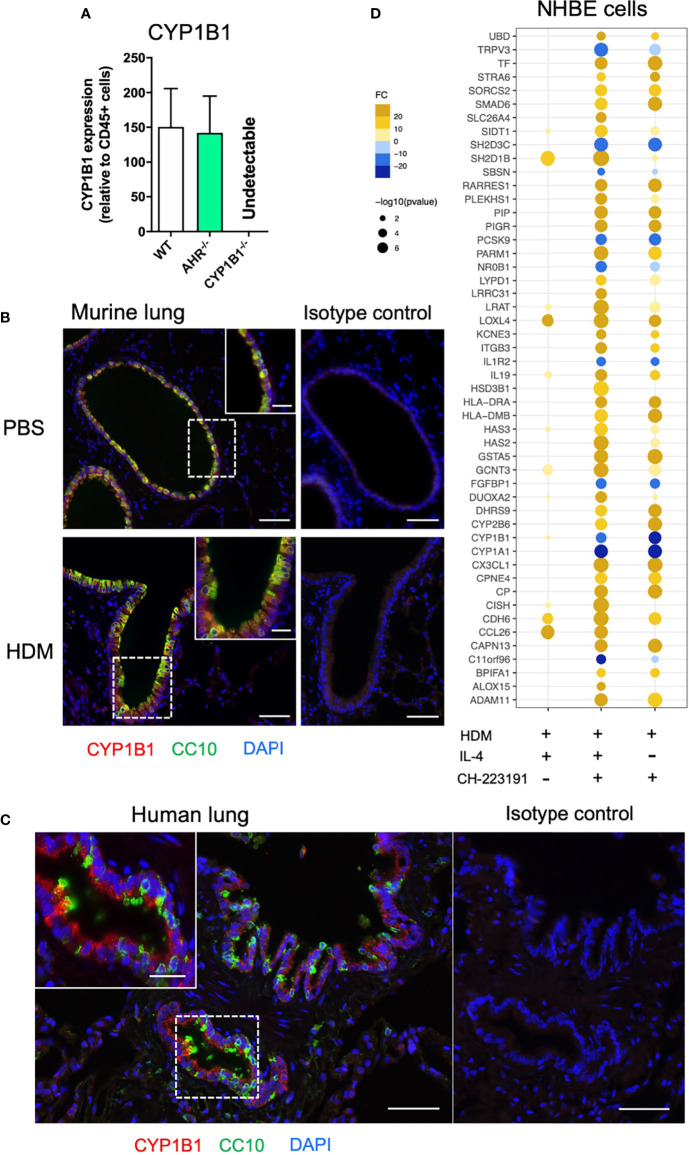
Non-hematopoietic lung cells express CYP1B1. **(A)** CYP1B1 expression in CD45^−^ relative to CD45^+^ lung cells from WT, AhR^-/-^ and CYP1B1^-/-^ mice. Mean ± SEM of 2-6 mice/group. **(B)** Immune fluorescence staining of PBS- and HDM-challenged WT lungs or **(C)** human lung sections. Red: CYP1B1, Green: CC10, Blue: DAPI. Scale bar: 50μm or 20μm (insets). **(D)** NHBEs were stimulated for 6h with HDM extract (40µg/mL) in the presence of the AhR inhibitor CH-223191 (1µM/mL), IL-4 (50 ng/mL) or a combination of both. Results display top 25 upregulated and top 10 downregulated DEGs identified in the IL-4- and CH-223191-treated group relative to HDM only (center). These DEGs are also shown in NHBEs treated solely with IL-4 (left) or CH-223191 (right), respectively. Mean fold change of 4 independent donors NHBE, normal human bronchial epithelial cell.

To assess whether human lung ECs are directly regulated by AhR signaling, normal human bronchial epithelial cells (NHBE) were stimulated for 24 h with HDM in the presence of IL-4 (to mimic an ‘allergic’ status), an AhR inhibitor or the combination of both. As expected, microarray analysis revealed a strong effect of HDM exposure compared to non-exposed cells (not shown). Whereas IL-4 strongly stimulated the expression of typical pro-allergic genes such as *CCL26* or *IL13R2* and interestingly also *AHR* (**Figure 3D** and **Supplementary Table S3**), AhR inhibition led to a more drastic change in differentially expressed genes (DEGs) compared to IL-4 (**Supplementary Table S3**). We then focused the analysis on the DEGs mostly altered solely by the inhibition of AhR during HDM exposure. As expected, inhibition of AhR led to downregulation of the AhR target genes *CYP1A1* and *CYP1B1* irrespective of whether IL-4 was present or not. Noteworthy, the inhibition of AhR lead to a strong upregulation of genes critical for allergic tissue inflammation, e.g. cell recruitment (*CX3CL1*), barrier integrity/protection (*ITGB3, PIGR*), antigen presentation (*HLA-DRA, HLA-DMB*), Th2 differentiation (*IL19*) and lipid mediator synthesis (*ALOX15*) (**Figure 3D** and **Supplementary Table S3**).

Thus, bronchial ECs seem to be the major CYP1B1-expressing cell type in murine and human lung. Furthermore, AhR activity in allergen-exposed NHBEs regulates a number of genes associated to AAI.

### Non-Hematopoietic Expression of CYP1B1 Protects From Exacerbation of HDM-Induced Allergic Airway Inflammation

Given the predominant expression of CYP1B1 in mouse and human bronchial ECs, we then investigated whether non-hematopoietic expression of CYP1B1 is sufficient to prevent exacerbation of AAI. To this end, we generated CYP1B1^-/-^ and WT bone marrow chimeras (**Figure 4A**) and sensitized them to HDM, as depicted in **Figure 2A**. Strikingly, only CYP1B1^-/-^ chimeras with WT hematopoietic cells mirrored previously detected parameters of elevated AAI in full CYP1B1^-/-^ mice, including serum immunoglobulin response (**Figure 4B**), BAL total cell numbers, particularly eosinophils and lymphocytes (**Figure 4C**), lung-resident Th2 cells (**Figure 4D**), IL-4 and IL-17A in BALF (**Figure 4E**) and histological scores in lung sections (**Figure 4F**). Conversely, WT chimeras with CYP1B1^-/-^ hematopoietic cells showed much milder symptoms of AAI. Thus, CYP1B1 expression in non-hematopoietic cells is primarily responsible to prevent exaggerated AAI after exposure to HDM.

**Figure 4:**
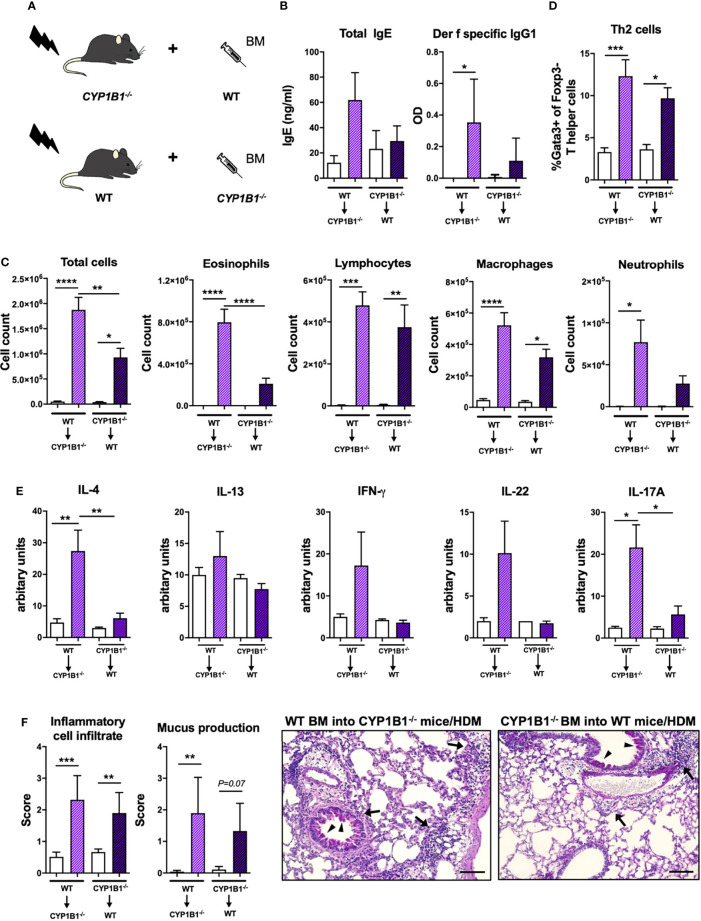
Non-hematopoietic CYP1B1 expression prevents exacerbation of HDM-induced allergic airway inflammation. **(A)** Schematic representation of the generation of WT and CYP1B1^-/-^ bone marrow chimeras, which were subsequently treated with HDM or PBS (setup **Figure 2A**). **(B)** Total IgE (left) and *Der f*-specific IgG1 (right) at endpoint. **(C)** Total and differential BAL cell counts, **(D)** Th2 cell frequency, **(E)** IL-4, IL-13, IFN-γ, IL-22, IL-17A protein levels in whole lung tissue, **(F)** histological scores (left) and representative lung sections (right). Arrows: inflammatory infiltrate; arrowheads: mucus hypersecretion; scale bar: 100µm. Mean ± SEM, n=4-13 mice/group from 2 independent experiments. Histological scores: mean ± SD, (n=5). ANOVA with Tukey’s multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Transcriptional Comparison Indicates AhR- but Not CYP1B1-Dependent Regulation of Bronchial Epithelial Cells

To get a deeper insight into the molecular mechanism responsible for AhR- and CYP1B1-dependent effects, we performed RNA sequencing of sort-purified primary lung ECs (CD45^−^CD31^−^EpCAM^+^live^+^) at steady state and after HDM-elicited-AAI. 

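The deposited tables give, for each library of sorted ECs, the number of reads the authors counted on each gene, without normalization. The steady-state table holds 4 WT libraries, 3 libraries labelled AhR-/- and 3 labelled CYP1B1-/-. The HDM table holds 4 libraries of each genotype, from ECs collected 72 h after the last HDM instillation. The tables are named as separate runs, so the state of the mice and the run cannot be told apart. At steady state, total counts ranged from 10476829 to 17707000 in WT (median 10937938.5), from 11185853 to 13301855 in the libraries labelled AhR-/- (median 11471216) and from 11656527 to 15654352 in those labelled CYP1B1-/- (median 13452656). After HDM, they ranged from 9654825 to 15512503 in WT (median 10294754), from 10603531 to 17878442 in the libraries labelled AhR-/- (median 13152463) and from 10133981 to 13926848 in those labelled CYP1B1-/- (median 12554732). Of the 54373 genes listed, 21793 are protein-coding in the GENCODE M21 annotation. A single predicted gene, Gm10800, took between 9.54% and 29.2% of the counts of the steady-state libraries. Its share ranged from 0.00819% (95% Wilson interval 0.00778 to 0.00862) to 71.9% (71.88 to 71.94) in the HDM libraries, both of them labelled AhR-/-. Such intervals cover counting error only. Outside the dominant predicted genes, 7218689 to 14120921 protein-coding counts remained per steady-state library and 1180756 to 16447855 per HDM library. On the TMM-normalized library sizes, 3 counts correspond to between 0.0742 and 1.09 counts per mio (CPM) after HDM. Protein-coding genes were filtered with filterByExpr, normalized with TMM and tested with the quasi-likelihood test of edgeR, with the 3 genotypes of a table in one fit and a Benjamini-Hochberg adjusted p-value of at most 0.05. The filter left 15547 genes at steady state and 14161 after HDM.

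**Figure D1:**
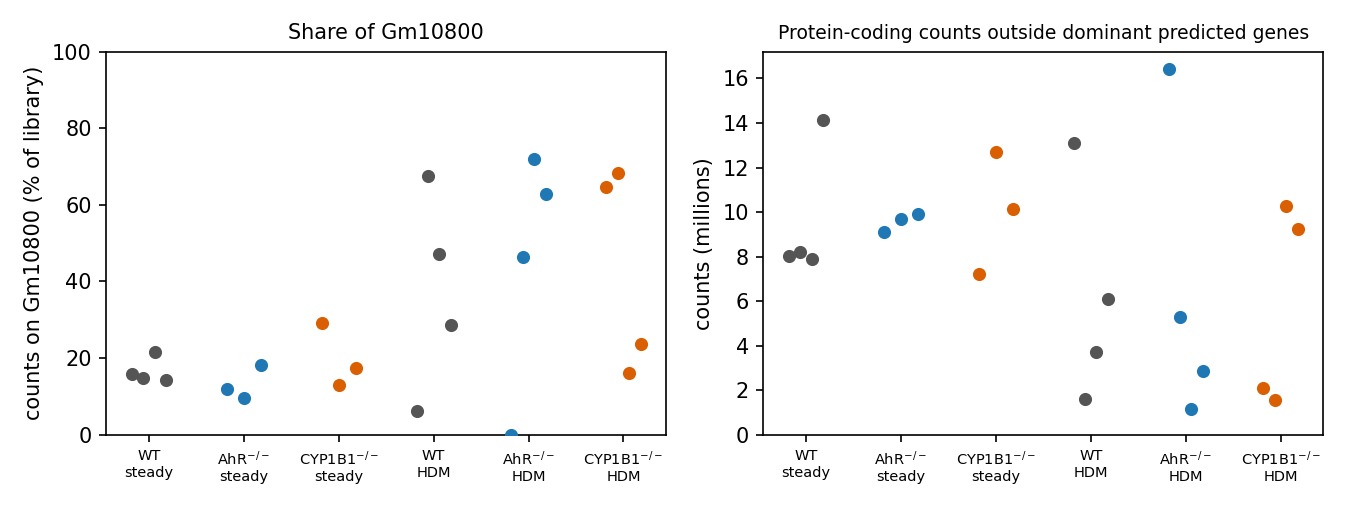
Percentage of all counts on Gm10800 (left) and number of protein-coding counts, in mio, outside the dominant predicted genes (right), with 1 point per library, by genotype and state. The HDM libraries spread from 0.00819% to 71.9% on Gm10800.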

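The targeted genes were read first in each library. Ahr (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038) was counted at 24.7 ± 2.78 CPM (SD, n = 3) in the steady-state libraries labelled AhR-/- and at 13.6 ± 3.32 (SD, n = 4) in WT, a log2 fold change of 0.85 (standard error 0.21, adjusted p = 0.9999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After HDM, the values were 16.3 ± 4.69 (SD, n = 4) and 11.2 ± 2.12 (SD, n = 4), a log2 fold change of 0.53 (standard error 0.29, adjusted p = 0.197 from the same edgeR test). Cyp1b1 (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) was counted at 6.92 ± 1.58 CPM (SD, n = 3) in the steady-state libraries labelled CYP1B1-/- and at 1.66 ± 0.866 (SD, n = 4) in WT. After HDM, Cyp1b1 was at 6.53 ± 3.88 (SD, n = 4) in the libraries labelled CYP1B1-/- and at 1.42 ± 0.699 (SD, n = 4) in WT. Neither targeted gene had a lower mean CPM in the libraries labelled with its knockout than in WT, so these counts show no loss of the targeted genes. Cyp1b1 parted every library labelled CYP1B1-/- from all others, at 5.12 to 8.05 CPM against at most 2.81 at steady state and at 3.33 to 11.2 against at most 2.04 after HDM. Reads are summed over all exons of a gene in the deposited tables, and a transcript without some of its exons would still be counted.

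**Figure D2:**
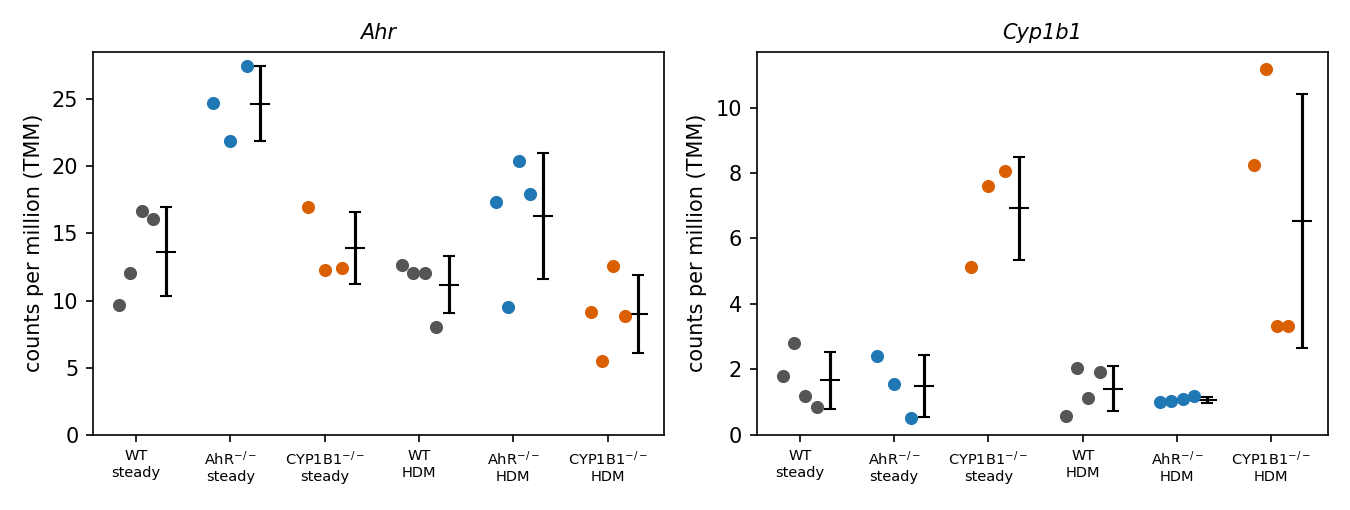
CPM (TMM) of Ahr (left) and Cyp1b1 (right), with 1 point per library and the mean ± SD beside each group. The mean of Ahr is not lower in the libraries labelled AhR-/-, and that of Cyp1b1 is not lower in those labelled CYP1B1-/-.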

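After HDM, 3129 of the 14161 genes tested differed between the libraries labelled AhR-/- and WT at an adjusted p of at most 0.05 (edgeR quasi-likelihood test), 1305 of them higher and 1824 lower. An absolute log2 fold change of at least 1 was reached by 2551 of these genes. Between the libraries labelled CYP1B1-/- and WT, 0 genes passed after HDM and 233 had an unadjusted p under 0.05. At steady state, 0 of the 15547 genes tested passed between the libraries labelled AhR-/- and WT, with 263 at an unadjusted p under 0.05. For the libraries labelled CYP1B1-/-, 2 genes passed at steady state, 1 higher and 1 lower, and 901 had an unadjusted p under 0.05. In absolute number, the largest count moved most under limma voom with sample weights, to 6669. With the mean log2 level of 24 hematopoietic marker genes or that of Y-linked genes as a covariate it fell to 0, with 927 and 3426 genes at an unadjusted p under 0.05, and leaving out single libraries also brought it to 0. In data simulated from the same libraries with log2 fold changes of 2, the test found 64% of 200 changed genes in the HDM comparison of AhR-/- with WT and 81.2% of 197 at steady state.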

The analysis of the number of DEGs in AhR^-/-^ and CYP1B1^-/-^ relatively to WT showed a stronger impact of the deficiency of AhR compared to CYP1B1 in gene regulation, especially following HDM exposure (**Figure 5A**). In fact, at steady state, we detected only few DEGs between WT and AhR-deficient ECs. 

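Acp1 (ENSMUSG00000044573, chromosome 12, 30893326 to 30911589) had the lowest p-value at steady state, with 3.63 ± 1.31 CPM (SD, n = 3) in the libraries labelled AhR-/- and 15.8 ± 1.43 (SD, n = 4) in WT. Its log2 fold change was -2.12 (standard error 0.27, adjusted p = 0.0779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exons of Acp1 overlap those of Alkal2 on the opposite strand over 14.6% of their length, and 26.1% of its 50-base stretches also occur in other transcripts, so its counts are uncertain. Acp1 lies within 10 Mb of Ahr. Rab4a (ENSMUSG00000019478, chromosome 8, 123805985 to 123835287) was at 10.3 ± 2.78 CPM (SD, n = 3) against 3.63 ± 0.784 (SD, n = 4), a log2 fold change of 1.49 (standard error 0.27, adjusted p = 0.480 in the edgeR test). Rasl11a and Glipr2 fell by 1.46 and 1.28 on the log2 scale, and every library labelled AhR-/- lay below every WT library for both genes. Wdfy1 rose by 1.61 on the log2 scale, with overlapping libraries. With edgeR's likelihood ratio test in place of the quasi-likelihood test, 11 genes passed, 5 higher and 6 lower. In the simulated data that test called 34 unchanged genes, 16.6% of its calls, against 4.76% for the quasi-likelihood test. As the simulated genes vary independently, these shares need not hold for the real libraries.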

Interestingly, some of these genes have been linked to regulation of circadian clock (*Nr1d1*, *Nr1d2*, *Cry1*) (**Figure 5B**). 

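Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) was counted at 130 ± 41.6 CPM (SD, n = 3) in the steady-state libraries labelled AhR-/- and at 28.3 ± 16.8 (SD, n = 4) in WT. The log2 fold change was 2.19 (standard error 0.45, adjusted p = 0.554 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exons of Nr1d1 overlap Thra on the opposite strand over 8.55% of their length. Nr1d2 (ENSMUSG00000021775, chromosome 14, 18204054 to 18239127) was at 123 ± 31.9 CPM (SD, n = 3) against 41.3 ± 12.5 (SD, n = 4), a log2 fold change of 1.57 (standard error 0.32, adjusted p = 0.554 in the edgeR test). Cry1 (ENSMUSG00000020038, chromosome 10, 85131700 to 85185064) was at 13.8 ± 1.1 CPM (SD, n = 3) against 39.0 ± 6.48 (SD, n = 4), a log2 fold change of -1.50 (standard error 0.29, adjusted p = 0.519 in the edgeR test). For each of these 3 genes, the 3 libraries labelled AhR-/- lay on one side of the 4 WT libraries. None of the 3 passed with any library left out in turn. All 3 passed under edgeR's likelihood ratio test, under DESeq2 and under limma voom with sample weights. After HDM, Nr1d1, Nr1d2 and Cry1 had log2 fold changes of 2.44, 1.66 and -1.42, with adjusted p-values of 0.0364, 0.0313 and 0.0261 in the edgeR test. With a library left out in turn, they passed in only 2, 2 and 3 of 8 fits. Under other choices of processing they passed in 10 of 13, 10 of 13 and 9 of 12 fits. The smallest log2 fold changes under those choices were 1.35, 0.944 and -0.785.

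**Figure D3:**
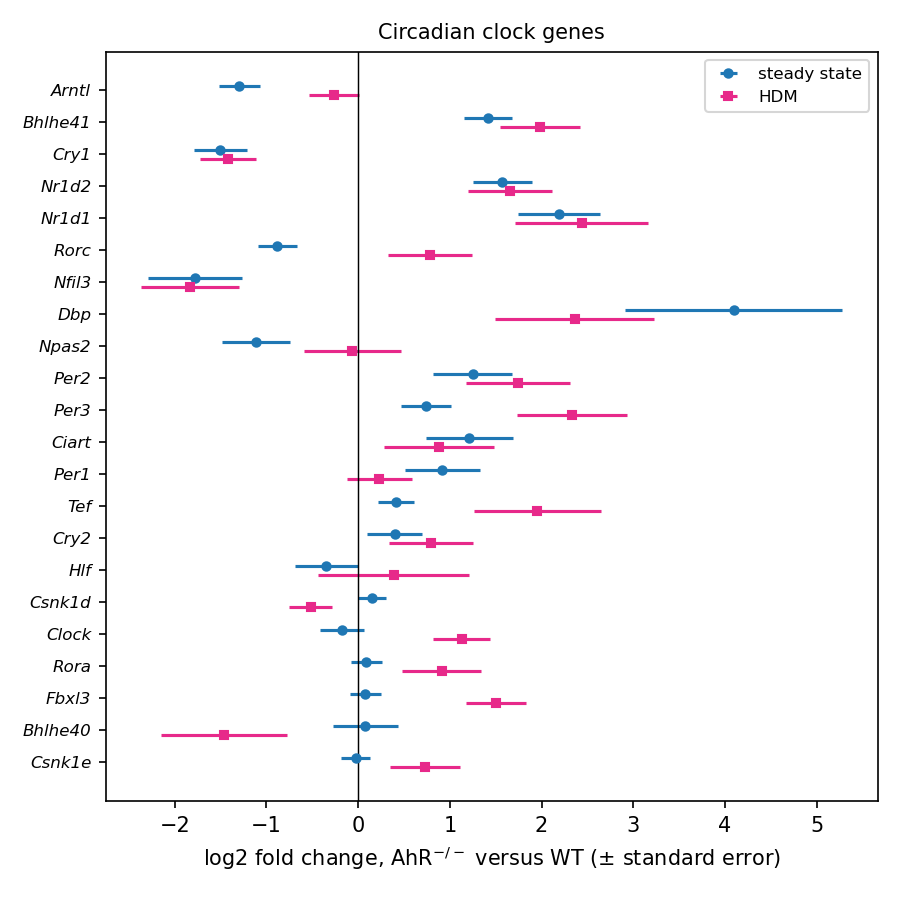
Log2 fold change (± standard error) of 22 circadian clock genes between the libraries labelled AhR-/- and WT, at steady state (circles) and after HDM (squares). At steady state, Nr1d1 is at 2.19 and Cry1 at -1.50.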

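Among the genes higher in the HDM libraries labelled AhR-/-, the lowest p-values with no overlap between the 4 knockout and 4 WT libraries were those of Cdc14b, Zfp292, Wdfy1, Mdfic and Nicn1, with log2 fold changes of 1.53, 1.50, 1.99, 1.49 and 2.02. Among the lower genes, they included those of Acp1, Lfng, Dbn1 and Iqgap3, with log2 fold changes of -2.16, -3.07, -4.08 and -2.84. Each of these genes had an adjusted p of 0.0261 in edgeR's quasi-likelihood test, the lowest adjusted value in that comparison. Lfng and Dbn1 lie near the floor in the libraries labelled AhR^-/-, with 1 to 32 and 0 to 30 reads. Both were also low in CYP1B1^-/- HDM replicate 2, at 0.952 and 0.714 CPM. In that library the mean log2 level of the hematopoietic marker genes was 2.58, against 4.93 to 5.92 in the other CYP1B1^-/- HDM libraries. Of the 1305 higher genes, 856 had all 4 libraries labelled AhR-/- above all 4 WT libraries, and of the 1824 lower genes, 1562 had all 4 below. For a single gene in exchangeable libraries, chance gives such a separation in 2.86% of cases, and 3533 of all 14161 tested genes showed it. The 2.86% is no yardstick for these counts, because genes vary together. The mean log2 level of the hematopoietic marker genes also parted the groups, at 1.78 to 4.58 against 5.17 to 6.13 in WT. The genes that passed were also chosen with these same libraries. When each library of these groups was left out in turn, between 0 and 4137 genes passed. The count was 0 without AhR-/- replicate 1, 3 or 4 and without WT replicate 3 or 4, with 4148 to 4987 genes at an unadjusted p under 0.05. In the libraries labelled CYP1B1-/-, Cyp1b1 rose by 2.22 on the log2 scale after HDM (standard error 0.50, adjusted p = 0.999 in the edgeR test). F830016B08Rik (ENSMUSG00000090942, chromosome 18, 60293380 to 60303016) rose by 2.96 (standard error 0.65, adjusted p = 0.999 in the edgeR test), with all 4 libraries above WT. At steady state, the 2 genes that passed in the libraries labelled CYP1B1-/- were Rab4a, with a log2 fold change of 2.46 (standard error 0.27, adjusted p = 0.0139, edgeR), and Srbd1, within 10 Mb of Cyp1b1, with -1.70 (standard error 0.21, adjusted p = 0.0237, edgeR). Rell1 fell by 1.24 on the log2 scale (standard error 0.19, adjusted p = 0.141, edgeR).

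**Figure D4:**
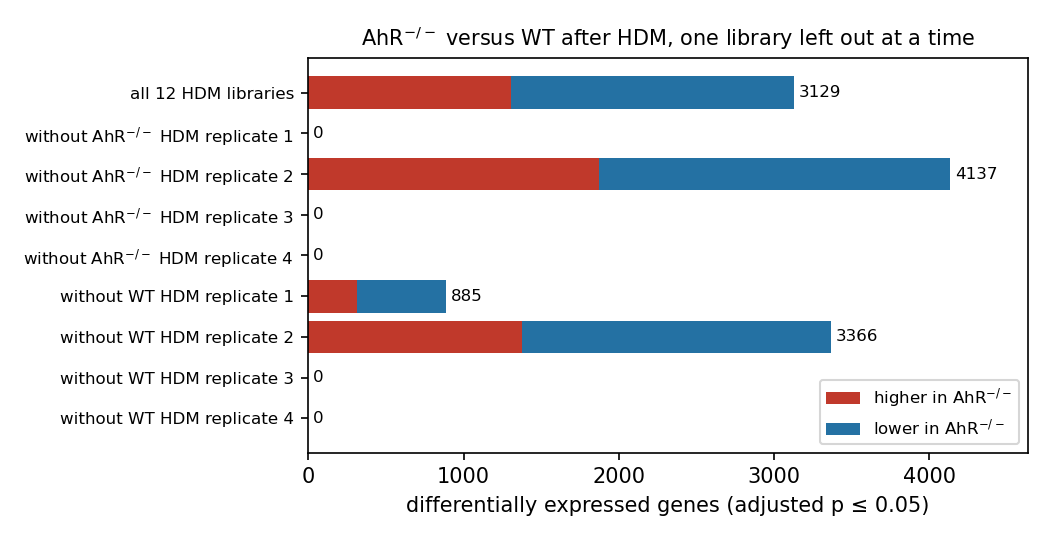
Number of DEGs (adjusted p of at most 0.05, edgeR quasi-likelihood test) between the libraries labelled AhR-/- and WT after HDM, with all libraries and with 1 library left out at a time. Bars are split into genes higher and lower in the libraries labelled AhR-/-, and the totals run from 0 to 4137.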

Following HDM-induced allergy, ECs from AhR^-/-^ showed a strongly altered gene expression profile, contrarily to CYP1B1^-/-^, which showed only low DEGs compared to WT with and none without allergy (**Figure 5B** and **Supplementary Table S4**). 

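Lists of core genes for 8 pathways, written from general knowledge in place of the KEGG maps, were tested between the HDM libraries labelled AhR-/- and WT with limma's camera, which estimates the correlation between the genes of a list. The median log2 fold change was -1.21 over 37 Toll-like receptor genes, -1.32 over 32 NOD-like receptor genes, -0.67 over 44 chemokine and chemokine receptor genes and -0.79 over 56 JAK-STAT genes. It was 0.76 over 44 TGF-β genes, 1.21 over 37 tight junction genes, 0.24 over 30 adherens junction genes and 0.61 over 6 gap junction genes. Across all tested genes the median was 0.00 to 2 decimals. Genes that passed individually numbered 1 higher and 13 lower for Toll-like receptors, 0 and 16 for NOD-like receptors, 2 and 10 for chemokines and 4 and 19 for JAK-STAT. They numbered 16 higher and 2 lower for TGF-β, 11 and 1 for tight junctions, 7 and 0 for adherens junctions and 1 and 0 for gap junctions. Adjusted over each list alone, 20, 21, 14, 31, 23, 20, 7 and 1 genes passed, in the same order of lists. As a list, 0 of the 8 passed: the camera p-values ran from 0.112 to 0.602 and the Benjamini-Hochberg adjusted values from 0.233 to 0.602. The estimated correlation within lists ran from 0.132 to 0.484, and with camera's preset correlation of 0.01 in its place, 7 of the 8 lists passed. With the hematopoietic marker score as a covariate, the median of the chemokine list was 0.30 and that of the Toll-like receptor list -0.11. The other lists also kept their direction, at -0.45 for NOD-like receptors, -0.23 for JAK-STAT and 0.32 for TGF-β. Tight, adherens and gap junctions were at 0.45, 0.07 and 0.48. Only the chemokine list changed sign.

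**Figure D5:**
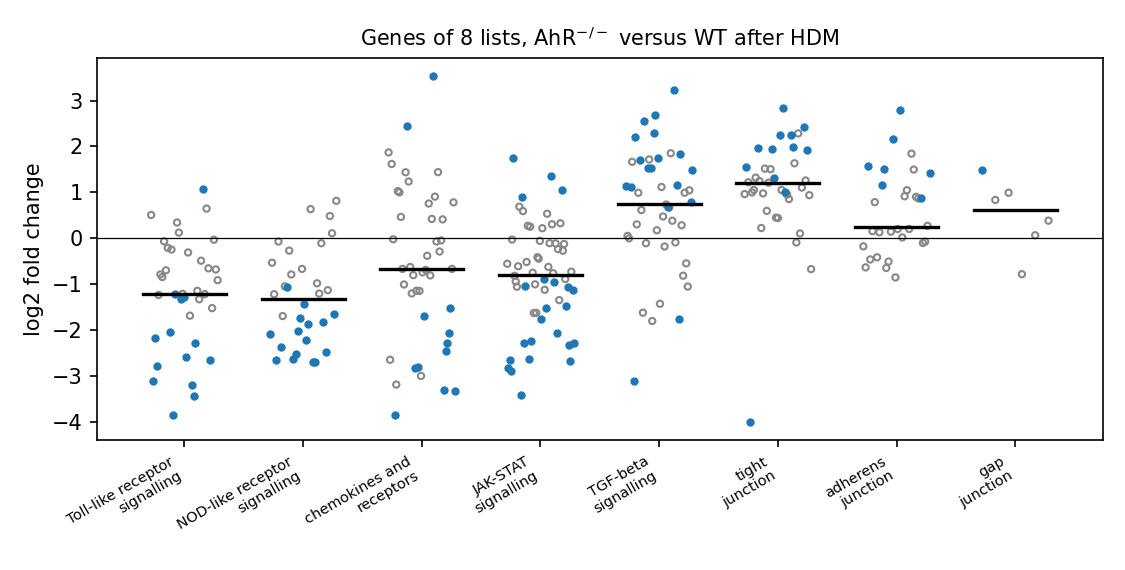
Log2 fold change of each gene of 8 pathway lists between the HDM libraries labelled AhR-/- and WT, with filled points for genes with an adjusted p of at most 0.05 and a bar at the median. The medians run from -1.32 (NOD-like receptors) to 1.21 (tight junctions).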

KEGG pathway analysis revealed an overall upregulation of genes involved in cell-to-cell contact and TGF-β signaling whereas genes associated to pattern recognition (TLR-like and NOD-like receptor signaling), chemokine receptor signaling and JAK-STAT signaling pathway were overall downregulated (**Figure 5C** and **Supplementary Table S5**). Overall, these data indicate that AhR, but not CYP1B1, is a major transcriptional regulator of ECs function, particularly after exposure to aeroallergens.

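The difference between the effects in the HDM and steady-state tables was tested with an interaction term over all 22 libraries and 16639 genes. All 10 steady-state libraries carry Y-linked reads (Ddx3y at 27.9 to 136 CPM) and 10 of the 12 HDM libraries do not (at most 0.0639). State therefore also cannot be told apart from these reads in most libraries. Xist, a transcript of female cells, had 323 to 4749 reads in those 10 HDM libraries. It had 6 and 18 in AhR^-/- HDM replicates 3 and 4, and 12 to 42 at steady state. These reads point to male mice at steady state and mostly female mice after HDM, though the labels give no sex. The paper describes its animals as sex-matched. For the libraries labelled AhR-/-, 0 genes passed an adjusted p of 0.05 (edgeR quasi-likelihood test) and 3050 had an unadjusted p under 0.05. For those labelled CYP1B1-/-, 0 genes passed and 382 had an unadjusted p under 0.05. In simulated data, where genes vary independently, this interaction test found 20.1% of 199 genes whose log2 fold change differed by 2. With edgeR's likelihood ratio test, 221 genes passed for AhR-/-, and with DESeq2 1236. The libraries labelled AhR-/- and CYP1B1-/- were also compared with each other. At steady state, 1 gene passed, Srbd1, with a log2 fold change of 1.85 (standard error 0.22, adjusted p = 0.0301, edgeR). After HDM, 1 gene passed, Acp1, with a log2 fold change of -2.25 (standard error 0.27, adjusted p = 0.0172, edgeR), and 4234 genes had an unadjusted p under 0.05. With the likelihood ratio test, 2458 genes passed between these HDM libraries. In the paper's reading, these data as a whole point to AhR, but not CYP1B1, as a major regulator of EC function through transcription. The paper places this above all after contact with an allergen.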

**Figure 5:**
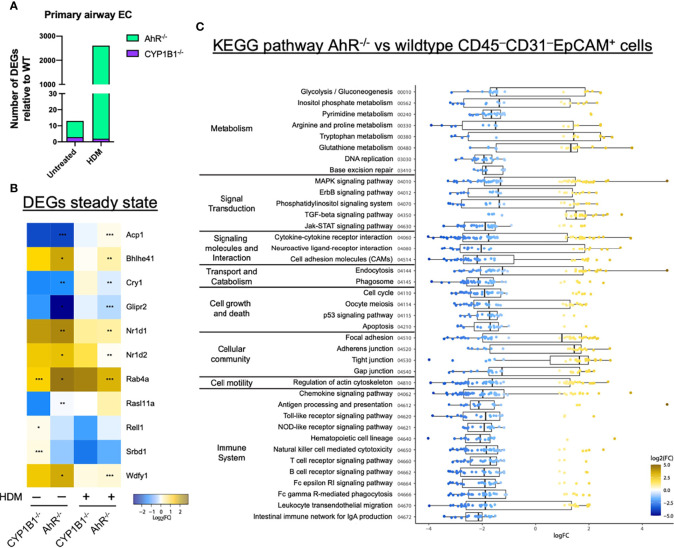
AhR regulates gene expression in airway epithelial cells of sensitized mice. **(A)** Total DEGs in AhR^-/-^ and CYP1B1^-/-^ epithelial cells (EC) relatively to WT from untreated or allergic (HDM) mice. **(B, C)** RNAseq analysis of sort-purified EC (CD45^−^CD31^−^EpCAM^+^live^+^) of AhR^-/-^ and CYP1B1^-/-^ mice **(B)** Heatmap of all genes differently expressed in AhR^-/-^ or CYP1B1^-/-^ versus WT EC at steady state and their expression in HDM-exposed animals. *p < 0.05, **p < 0.01, ***p < 0.001. **(C)** KEGG pathway analysis of DEGs between AhR and WT EC of HDM-exposed animals. Only pathways with at least 5 DEGs are shown.

### Absence of CYP1B1 Leads to Enhanced Transcription and Activity of CYP1A1 and to Altered Tryptophane Metabolites Levels

Our results indicating a non-transcriptional effect of CYP1B1 deficiency in ECs prompted us to investigate underlying mechanisms responsible for the enhanced allergic phenotype in CYP1B1^-/-^ mice. Since artificial overexpression of CYP1A1 is known to limit availability of AhR agonists *in vivo (* 5), we measured the expression of CYP1A1 in the absence of CYP1B1. Interestingly, lung tissue of CYP1B1^-/-^ animals showed higher CYP1A1 expression levels compared to WT both at steady state and in tendency also following RWE-induced AAI, whereas CYP1A1 was not detected in AhR^-/-^ or CYP1A1^-/-^ lung tissue (**Figures 6A, B**). Similarly, higher CYP1A1 expression compared to WT could be observed in CYP1B1^-/-^ lung tissue following HDM-induced AAI (**Figure 6C**). Notably, this effect was even more pronounced in purified non-hematopoietic (CD45^−^) cells from HDM-allergic lungs with a roughly 20-fold higher CYP1A1 expression in the absence of CYP1B1 (**Figure 6D**).

**Figure 6:**
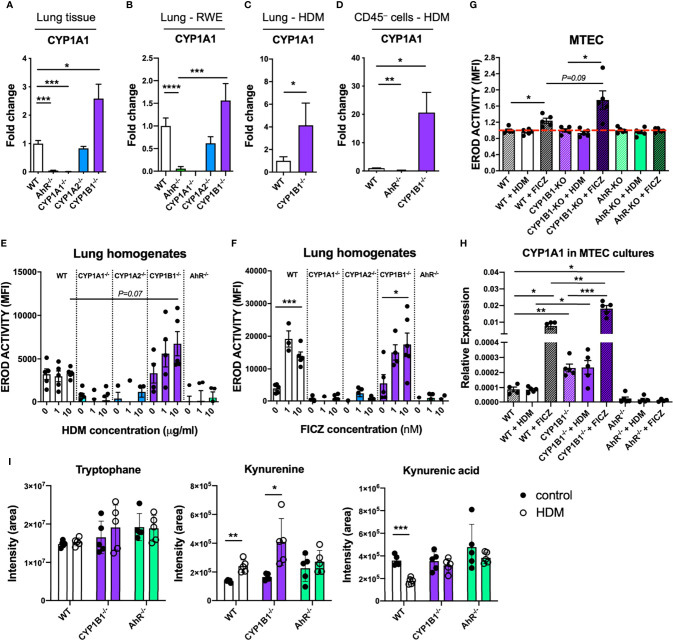
Functional consequences of CYP1B1 deficiency in airway epithelial cells. CYP1A1 expression in total lung tissue from mice either **(A)** untreated, **(B)** sensitized to RWE, or **(C)** sensitized to HDM. **(D)** CYP1A1 expression in CD45^-^ cells isolated from HDM-sensitized mice of indicated genotypes. **(E**, **F)** EROD assay in total lung homogenates of indicated genotypes after 24 hour stimulation with HDM (10μg/ml) **(E)** or FICZ (10nM) **(F)**. **(G)** EROD assay and **(H)** CYP1A1 expression of murine MTEC of the indicated genotypes after 24 hour stimulation with HDM (10μg/ml) or FICZ (10nM). Mean ± SEM of 4-20/group/condition [n=2 for CYP1A1^-/-^ and CYP1A2^-/-^, **(A)**]. **(I)** Targeted LC-MS/MS measurement of tryptophane, kynurenine and kynurenic acid in lung homogenates of the indicated genotype with or without AAI. Mean ± SD; n=5/group/treatment. MTEC, mouse tracheobronchial epithelial cells. Student’s unpaired two-tailed t-test with Welch’s correction. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To assess whether the HDM extract used for sensitization directly activates the AhR in ECs, we stimulated lung homogenates from all investigated genotypes with HDM extract or with the prototypical AhR ligand FICZ and compared the resulting EROD activity. HDM induced a slight, yet non-significant increase of EROD activity only in CYP1B1^-/-^ animals compared to WT (**Figure 6E**). In contrast, FICZ induced EROD activity indistinctively in WT and CYP1B1^-/-^ but not in all other genotypes (**Figure 6F**). As CYP1B1 was predominantly expressed in ECs (**Figure 3**), we measured EROD activity in primary murine tracheobronchial ECs (MTECs). Here, HDM did not elicit EROD activity in any background, whereas FICZ induced highest EROD activity in CYP1B1^-/-^ compared to WT, but not in AhR^-/-^ MTECs (**Figure 6G**). As expected, baseline CYP1A1 expression was higher in CYP1B1^-/-^ MTEC cultures compared to WT and further increased following FICZ stimulation (**Figure 6H**). Since the HDM extract used for sensitization lacked AhR activation properties, we investigated whether endogenously produced AhR ligands would be affected by a disrupted AhR-CYP1 axis. Therefore, the endogenous AhR ligands of the Trp pathway kynurenine (Kyn) and kynurenine acid (KynA) (22, 23) were measured in lung homogenates at steady state and following AAI. Interestingly, Kyn levels increased in WT and CYP1B1^-/-^ lung cells after AAI while this did not reach significance for AhR^-/-^ (**Figure 6I**). In contrast, KynA levels decreased after AAI in lungs of WT mice, but not in AhR^-/-^ nor in CYP1B1^-/-^ lungs (**Figure 6I**). In summary, these results point towards a cross-regulation of different CYP1 family members in bronchial ECs and to the employment of selective endogenous AhR ligands in regulating AhR activity in lung tissue following HDM-induced AAI.

## Discussion

Here, we provide evidence of an important role of the AhR-CYP1 axes in preventing exacerbation of AAI using two adjuvant-free murine models with clinically-relevant aeroallergens. In fact, ablation of the AhR as well as of the immediate AhR response-gene CYP1B1 resulted both in enhanced AAI upon exposure to both RWE and HDM, as characterized by serum immunoglobulins, lung inflammatory cell infiltration and mucus hypersecretion. Our results confirm a recent study showing enhanced AAI and remodeling in an ovalbumin-induced chronic asthma model using AhR^-/-^ compared to WT mice (10) and complete the picture adding the role of the CYP1 gene family. Whether a similar mechanism is present in humans remains to be elucidated. Still, CYP1B1 expression was clearly confined to bronchial and bronchiolar ECs in mouse and human, in line with early reports showing upregulation of CYP1B1 expression upon exposure to AhR ligands within club cells of peripheral airways (24, 25). Besides the well-known upregulation of CYP1B1 in an AhR-dependent manner, we also found basal CYP1B1 expression independent of AhR (**Figure 3A**) which has also been reported earlier in different settings (26, 27). Thus, we suggest that CYP1B1 is most likely active in steady state conditions but inflammation may potentiate CYP1B1 (and CYP1A1) expression and activity in an AhR-dependent manner.

Functionally, we demonstrate that a well-balanced AhR-CYP1 activity in non-hematopoietic cells is decisive in the protection from disease exacerbation, as only CYP1B1^-/-^ chimeras with WT hematopoietic cells reproduced the previously detected parameters of elevated AAI in full CYP1B1^-/-^ mice. As opposed to CYP1B1, we did not observe any consistent effect of CYP1A1 nor CYP1A2 deficiency in AAI, conforming to their low expression in bronchial ECs (**Figure S1**). Noteworthy, previous studies have already suggested a protective role of AhR in skin and intestinal inflammatory disorders (6, 8, 28). Interestingly, immune regulation in the skin has been associated to AhR activity in non-hematopoietic cells, presumably keratinocytes (6), confirming the critical role of AhR in epithelium as an interface between environment and mucosal immunity.

What is the consequence of the paucity of AhR signaling in lung epithelial cells?

Our transcriptional analysis of primary lung epithelial cells from non-allergic mice revealed only relatively few differentially expressed genes in the absence of AhR signaling and almost none in the absence of CYP1B1. Surprisingly, the majority of these AhR-dependent genes indicates a deregulation of the peripheral circadian clock. 

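A list of 22 circadian clock genes was set against the other genes tested between the steady-state libraries labelled AhR-/- and WT. None of the 22 passed when adjusted over all 15547 genes (lowest adjusted p = 0.480, edgeR quasi-likelihood test), and 13 had an unadjusted p under 0.05. Adjusted over the list alone, 12 of the 22 passed. The list includes genes the paper names from these data, so the 17 others were counted separately. Of these 17, 8 had an unadjusted p under 0.05, against 250 of the 15525 genes outside the list, or 1.61% (Fisher's exact test, two-sided, p = 1.1e-10, across genes, which are not independent replicates). Dbp, with exons that overlap Sphk2 on the opposite strand over 18.0% of their length, had the largest change of the list, a log2 fold change of 4.10 (standard error 1.18). Bhlhe41, with exons that overlap Gm43909 on the opposite strand over 19.1% of their length, rose by 1.42, and Arntl fell by 1.29 on the log2 scale. Under the likelihood ratio test of edgeR, 5 of its 11 DEGs were clock genes, with DESeq2 5 of 13 and with limma voom with sample weights 4 of 11. All of these are clock genes the paper names from these data, and none of the 17 others passed under these tests.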

Interestingly, some key effector cells in allergy, such as mast cells, show circadian regulation patterns (29) and ablation of circadian clock genes in lung ECs has been shown to aggravate inflammation (30, 31). Whether disruption of peripheral circadian clock networks has a functional impact in our model should be matter of future investigations. In contrast to the relatively few DEGs found in airway ECs from AhR^-/-^ mice at steady-state, we identified strong differences in gene expression of airway ECs from AhR^-/-^ but not CYP1B1^-/-^ animals following HDM exposure. Pathway analysis of these DEGs revealed a role for AhR to ensure epithelial barrier function, limit TGF-β receptor signaling and regulate a number of pathways associated to pattern recognition receptor or cytokine/chemokine signaling (32, 33). Some of these pathways may not be regulated directly by the AhR, but are rather a consequence of the enhanced AAI observed in AhR^-/-^ mice. As this analysis did not detect differential expression of typical cytokines associated with epithelial cell activation (e.g. *Il33 or IL1B*, **Supplementary Table S4**) future work aiming to investigate the role of the AhR for barrier integrity of epithelial cells (34) should focus on earlier time points and employ conditional knockout approaches. 

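Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) was counted at 184 ± 184 CPM (SD, n = 4) in the HDM libraries labelled AhR-/- and at 136 ± 70.1 (SD, n = 4) in WT. The log2 fold change was 0.44 (standard error 0.78, adjusted p = 0.729 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 libraries labelled AhR-/- held 407, 265, 26.9 and 38.5 CPM, a spread larger than the difference between the groups, and the sign changed to -1.32 under limma voom with sample weights. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was at 10.0 ± 14.9 (SD, n = 4) against 18.0 ± 9.29 (SD, n = 4). Its log2 fold change was -0.79 (standard error 0.98, adjusted p = 0.595 in the edgeR test). With the hematopoietic marker score as a covariate, it was 1.85. Over all alternatives it ran from -2.85 to 1.85, and with a library left out from -2.57 to -0.41.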

On the other hand, the lack of DEGs in ECs from healthy and allergic CYP1B1^-/-^ animals, despite the enhanced AAI similar to AhR^-/-^, suggests that CYP1B1 deficiency in airway ECs affects hematopoietic cell types by other means. To investigate the mechanism responsible for the key role of CYP1B1 in airway ECs, we first assessed the expression of CYP1A1 in the absence of CYP1B1. As our results indicate enhanced activity of CYP1A1 in lung epithelial cells in the absence of CYP1B1, they point towards a cross regulation of CYP1 family members in lung ECs. This finding is in line with earlier studies showing that lungs and livers of CYP1B1^-/-^ animals stimulated with carcinogenic agents had elevated levels of CYP1A1 expression (35, 36).

As aeroallergens typically interact with the epithelium as particles containing multiple molecules, we also tested whether HDM extracts were able to activate the AhR pathway directly, but did not find functionally relevant quantities of AhR ligands in HDM extracts able to activate WT cells. This suggests that naturally occurring activating ligands of AhR, e.g. of the Trp pathway generated through either Ido1 or IL4i1 activity (37, 38), may be sufficient for AhR-dependent regulation of AAI. To test this hypothesis, we conducted a targeted metabolomics approach to quantify key endogenous AhR ligands of the Trp pathway in lung tissue of WT compared to AhR- and CYP1B1-deficient mice at steady state and following HDM-driven AAI. Interestingly, in WT and CYP1B1^-/-^ lungs, but not in AhR^-/-^, levels of the AhR ligand Kyn increased after AAI. As AhR expression in lung ECs is directly induced by IL-4 signaling [**Supplementary Table S3** and (39, 40)], enhanced AhR activity during AAI, fueled with endogenous ligands, may serve as a feedback loop to protect airway ECs from excessive inflammation (16, 41).

Moreover, contrarily to Kyn, the levels of the acid form KynA decreased in WT after AAI. A plausible explanation for this observation could be the preferential use of KynA for AhR-dependent regulation of AAI *in vivo*, as KynA has a higher affinity to AhR compared to Kyn (22). Interestingly, KynA levels remained high in lungs of CYP1B1^-/-^ and AhR^-/-^ mice after AAI. In our study we focused on the two most relevant AhR ligands but further studies should assess the role of additional host-intrinsic AhR ligands. Degradation of AhR ligands by excessive CYP1A1 activity has already been identified previously as an important feedback mechanism to negatively regulate activity and duration of AhR signaling and can therefore functionally mimic AhR deficiency in the intestinal tract (5). Thus, enhanced CYP1A1 activity in the absence of CYP1B1 may explain a comparable defect of immune regulation in AhR^-/-^ and CYP1B1^-/-^ animals upon repetitive contact with aeroallergens. Indeed, the activity of individual CYP1 members are able to differentially modulate the availability of local AhR ligands thereby regulating AhR activity in hematopoietic cells (see **Supplementary Figure S2**) such as ILC2s or macrophages, known players in AAI expressing AhR (15), in analogy to a similar scenario recently proposed for intestinal ECs and skin keratinocytes (5, 42).

In summary, this work extends a role of the AhR in the regulation of lung non-hematopoietic cells. Moreover, it suggests that balanced AhR/CYP1 activity within ECs represents an important layer of immune regulation necessary to prevent exacerbation of allergic responses in the lung and offers novel possibilities for tailor-made strategies in immune regulation at barrier sites.

## Methods

### Mice and Human Samples

The following genotypes were used: C57BL/6 wildtype (WT), and AhR^-/-^ (43), CYP1A1^-/-^ (44), CYP1A2^-/-^ (45) and CYP1B1^-/-^ (35), all backcrossed to C57BL/6. All mice were bred and kept under specific pathogen-free conditions in individually ventilated cages at the central animal facility of Helmholtz Center Munich. Mice were kept in autoclaved, individually ventilated cages (501 cm², IVCs) with stocking density according to the EU guideline 2010/63 with a 12 hour dark/light cycle. Each cage was supplied with autoclaved bedding, bite sticks, nestles and mouse houses. Standard diet (Altromin Spezialfutter GmbH & Co. KG, Lage, Germany) and water were provided *ad libitum*. Cage manipulation took place in laminar flow hoods. Air temperature was 22 ± 2°C and humidity 55 ± 10% with daily control and record. Occasionally, C57BL/6 wildtype animals were bought from Charles River (Sulzfeld, Germany). In this case, mice were allowed to acclimatize for at least one week before sensitization. Both male and female mice over the age of 7 weeks were used.

For the generation of bone marrow chimeras, recipient mice were lethally irradiated by a Co-60 source with two doses of 6 Gray 4 h apart. Irradiated mice were reconstituted with 8 × 10^6^ purified bone marrow cells of respective donors by i.v. injection. After reconstitution, mice received 0.25 mg/ml Enrofloxacin (Baytril; Bayer Vital GmbH) in drinking water for 3 weeks. Mice were maintained for 10-12 weeks to allow replacement of the hematopoietic system before allergen sensitization protocols were applied.

Experiments were performed on age- and sex-matched animals kept in the same rack, according to the European Convention for Animal Care and Use of Laboratory Animals and were approved by local ethics committee and government authorities (ROB-55-2-2532.Vet_02-18-94 and 55.2-1-54-2532-156-12). Human samples were obtained from the BioArchive of the Comprehensive Pneumology Center Munich. All patients gave written informed consent and the study was approved by local ethics committee of the Ludwig-Maximilians University of Munich, Germany (number 19-630).

### Preparation of Ragweed and House Dust Mite Extracts

Aqueous ragweed pollen extracts (RWE) were prepared as previously described (46). Briefly, ragweed pollen were suspended in PBS (2.5 mg/ml), incubated for 30 min at 37°C and then centrifuged for 10 min at 4000 rpm by 4°C. The supernatants were sterile filtered through a 0.22 µm syringe filter (Merck KGaA, Darmstadt, Germany) and frozen at -80°C. House dust mite extracts from *Dermatophagoides farinae* (Stallergene Greer Laboratories, Kamp-Lintfort, Germany and Citeq BV, Groningen, NL) were suspended in 9% NaCl (1 mg/ml) and stored at -20°C until use. The final solution for intranasal instillation was prepared in PBS.

### Mouse Models of Allergic Airway Inflammation

For the ragweed model, a sensitization protocol previously established in BALB/c mice (46) was adapted to C57BL/6. In short, mice received bilateral intranasal (i.n.) instillations of ragweed pollen extract (RWE) (20 mg/ml; 10 µl/nostril) once a day for a total of 23 days in 5 consecutive weeks. For the HDM model, mice were sensitized once by bilateral i.n. instillations of house dust mite extract of *Dermatophagoides farinae* (HDM) (50 µg/ml; 10 µl/nostril) (Stallergene Greer Laboratories, Kamp-Lintfort, Germany and Citeq BV, Groningen, NL). After eight days, mice were challenged with HDM (500 µg/ml; 10 µl/nostril) for 4 consecutive days. Control animals of both protocols received same amounts of PBS. Weight was monitored throughout the whole experiment. Mice were sacrificed either 24 or 72 h after the last instillation for the RWE or HDM protocol, respectively. After recovery of serum and bronchoalveolar lavage fluid (BALF) (46), lung tissue was prepared for histology, immunofluorescence, real-time PCR or FACS analysis. Non-lavaged lungs were used for characterization of non-hematopoietic cells by immunomagnetic- or flow cytometry-based cell separation, real-time PCR and metabolite analysis.

### Analysis of Plasma Immunoglobulins

Plasma samples were prepared from blood taken prior to sensitization (day 0) and at sacrifice (endpoint). Total IgE and RWE-specific IgG1 were measured as previously described (46). For the detection of Dermatophagoides farinae (Der-f)-specific IgG1, 96-well plated were coated with goat anti-mouse IgG1 (CITEQ Biologics, Groningen, Netherlands) and mouse plasma was added. Subsequently, samples were incubated with biotinylated Der-f (CITEQ), avidin-horseradish peroxidase (Biolegend, San Diego, CA, USA), tetramethylbenzidine (ThermoFisher Scientific, Rockford, IL, USA) and read at 450 nm according to the manufacturer’s instructions.

### Analysis of Bronchoalveolar Lavage and Lung Histology

BAL and evaluation of inflammatory cell infiltration were performed as described previously (46). Aliquots of cell-free BAL fluid were used to measure cytokines using a Multiplex-bead-array (Mouse ProcartaPlex, Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer’s instructions. For lung histology, after BAL, the lungs were excised and the left lobe fixed in 4% buffered formalin and embedded in paraffin. Sections of 4µm thickness were stained with hematoxylin-eosin (H&E) and periodic acid Schiff (PAS). Mucus hypersecretion and inflammatory cell infiltration were graded in a blinded fashion on a scale from 0 to 4 (0=none, 1=mild, 2=moderate, 3=marked, 4=severe), reflecting the degree of the pathological alteration (47).

### Immunofluorescence

Immunofluorescence staining was performed on mouse and human lung tissue embedded in paraffin. Slides were deparaffinized overnight at 60°C and rehydrated in a graded series of ethanol and distilled water. For antigen retrieval the slides were immersed in citrate buffer solution (pH 6.0) and placed into a Decloaking Chamber heated up to 125°C (30 seconds), 90°C (10 seconds), and cooled down to room temperature. Following a washing step in Tris buffer, blocking with 5% BSA in Tris buffer, the slides were double-stained with CYP1B1 rabbit polyclonal (aa400-450) antibody (LS-B1790, LifeSpan BioSciences, Inc., Seattle, WA, USA) and CC10 mouse monoclonal antibody (E-11) (sc-365992, Santa Cruz Biotechnology, Inc., Dallas, TX, USA). The primary antibodies were diluted in antibody diluent (Zytomed Systems, Berlin, Germany), CYP1B1 (1:50) and CC10 (1:100). For isotype control, rabbit IgG (sc-3888, Santa Cruz Biotechnology, Inc.) and mouse IgG1 kappa isotype control (16-4714-82, Invitrogen, Carlsbad, CA, USA) were used. The staining with the primary antibody occurred overnight in a wet chamber at 4°C. After rinsing in Tris buffer, a 1:250 dilution of each secondary antibody (Alexa Fluor 488 donkey anti-mouse and Alexa Fluor 568 donkey anti-rabbit, respectively for CYP1B1 and CC10 antibodies, Thermo Fisher Scientific), as well as DAPI (Sigma-Aldrich; St Louis, MO, USA, 1:2000) was applied to the slides and incubated 1 hour at room temperature in the dark. After rinsing again in Tris buffer, the slides were mounted in Fluorescence Mounting Medium (Dako, Hamburg, Germany). Images of the sections were obtained using Axiovert II (Carl Zeiss) and processed using the ZEN 3.2 software (blue edition, Carl Zeiss).

### Flow Cytometry of Murine Lungs

After sacrifice, lungs were perfused with PBS, minced and digested in RPMI 1640 (Gibco, Life Technologies GmbH, Darmstadt, Germany) containing 1 mg/ml collagenase A (Sigma-Aldrich) and 100 μg/ml DNase I (Sigma-Aldrich) at 37°C for 30 minutes. Digested lungs were meshed and filtered through a 70-μm cell strainer and centrifuged at 500 × g for 10 min. Cell pellets were resuspended in a 40% Percoll (GE Healthcare, South Logan, USA) solution and layered onto an 80% Percoll layer. The Percoll gradient was run at 1500 × g at room temperature for 15 min. The interlayer containing mononuclear cells was collected, washed and incubated with Fc block (BD) and stained with the corresponding antibodies for 30 minutes on ice. Intracellular staining was performed using a Foxp3 fixation/permeabilization kit (eBiosciences, San Diego, CA, USA) according to the manufacturer’s instructions. Live/Dead exclusion was routinely performed using a kit from Life Technologies. Antibodies used for flow cytometry are listed in **Supplementary Table S1** and the gating strategy employed for the identification of lung Th2 cells is depicted in **Supplementary Figure S3A**.

### Measurement of Tryptophane Metabolites in Lung Tissue

Lungs were excised, weighted, cut into small pieces and snap frozen in liquid nitrogen. All solvents used for metabolite analysis were from Sigma Aldrich, LC-MS grade. For the extraction, a mixture of ice-cold methanol:acetonitrile:water (3:2:1, v/v, 600 μl) was added to 100-150 mg frozen tissue. The tissue was lysed using a tissue Lyser (Qiagen), vortex for 1 min at 4–8°C and incubated for 4 h at -20°C. After 10 minutes centrifugation at 14,000g at 4–8°C, the supernatant was collected. Methanol 80% (vol/vol, − 20°C, 400 μl) was added to the precipitate, each sample was vortexed for 1 minute at 4–8°C, and incubated for 30 minutes at -20°C. After centrifugation at 14,000g for 10 minutes at 4–8°C, the supernatant was collected and combined to the supernatant of the first extraction step from the same sample. After a final centrifugation step at 14,000g for 10 minutes at 4–8°C, the supernatant was collected and stored at – 80°C until LC-MS/MS analysis by targeted metabolomics. Before mass spectrometric analysis, 200 µl of the extracts were dried down in a vacuum centrifuge and resolubilized in 100 µl of 5 mM ammonium bicarbonate in water. Reversed phase liquid chromatography-tandem mass spectrometry (LC-MS/MS) was used for the quantification of metabolites by directly injecting 1 ul of the resolubilized mixture onto an Atlantis PREMIER BEH C18 AX VanGuard FIT Column, (2.5 µm, 2.1 x 100 mm; Waters). A RSLC ultimate 3000 (Thermo Fisher Scientific) HPLC system was used, directly coupled to a TSQ Quantiva mass spectrometer (Thermo Fisher Scientific) *via* electrospray ionization. A 8-minute-long linear gradient was used, beginning with 99% A (5 mM ammonium bicarbonate in water) linearly rising up to 70% B (95% Methanol and 5% 5 mM ammonium bicarbonate in water) employing a flow rate of 100 µl/min. LC-MS/MS was performed by employing the selected reaction monitoring (SRM) mode of the instrument using the transitions (quantifiers) 205.1 *m/z* → 188.1 *m/z* (tryptophan); 209.1 *m/z* → 192.1 *m/z* (kynurenine); 190.1 *m/z* → 144.1 *m/z* (kynurenic acid) in the positive ion mode. Authentic metabolite standards (Merck) were used for determining the optimal collision energies for LC-MS/MS and for validating experimental retention times. Ion chromatograms were interpreted manually using Xcalibur (Thermo Fisher Scientific).

### Immunomagnetic Cell Isolation of Non-Hematopoietic Cells From Murine Lungs

For the isolation of CD45− and CD45+ cells lungs were flushed with PBS and digested as described above. CD45− cells were separated by negative selection from CD45+ cells using CD45 MicroBeads and LC separation columns (all Miltenyi Biotech GmbH, Bergisch Gladbach, Germany), according to the manufacturer’s protocol. After controlling for cell purity by flow cytometry, cell pellets were lysed in RNA-lysis buffer (Zymo Research, Freiburg, Germany) and further processed for real-time PCR analysis.

### RNA Extraction and Real-Time PCR

RNA extraction of whole lung pieces or purified cells was performed using the Quick-RNA Miniprep or Quick-RNA Microprep (Zymo Research), respectively, according to the manufacturer’s instructions and RNA was reversed transcribed with a cDNA synthesis kit (Fermentas, Thermo Fisher Scientific). For qPCR, a SYBR green-containing master mix (Roche, Basel, Switzerland) was used. Genes were run in triplicates in a 384well format using a light cycler (Roche) and normalized to two housekeeping genes. The relative expression was calculated with the 2^−ΔCT^ method and typically fold change above control or wildtype are shown as indicated. Primer sequences are listed in **Supplementary Table S2**.

### Normal Human Bronchial Epithelial Cell Cell Culture

NHBE culture was performed as previously described (40). Briefly, primary NHBEs (Lonza, Basel, Switzerland) of four genetically independent donors were grown as monolayers in 100% humidity and 5% CO_2_ at 37 °C in serum-free defined growth media (BEGM, Lonza). NHBEs (passage 3) were used at ∼80% confluence in 6-well plates. To avoid gene expression changes or influences by growth factors in the BEGM medium, cells were rested in basal medium (BEBM, Lonza) for 12 h, then stimulated with HDM extract at a final concentration of 40µg/mL (CITEQ), recombinant human IL-4 at 50 ng/ml (R&D Systems, Minneapolis, MN, USA) for 6 h. When indicated, cells were pretreated for two h prior to stimulation with the AhR inhibitor CH-223191 (Sigma-Aldrich) at a concentration of 1µM/mL. For RNA analysis, harvested cells were lysed in RLT buffer (Qiagen, Hilden, Germany) containing 1% β-mercaptoethanol (Roth, Karlsruhe, Germany) directly in the cell culture well.

### RNA Extraction, Quantification and Microarray Analysis of Human NHBE

Total RNA was extracted using RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA quantification and quality assessments were performed by ultraviolet–visible spectrophotometry (Nanodrop Technologies, Wilmington, DE) and the RNA 6000 Nano Chip Kit with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA quality of all samples reached a RNA integrity number (Agilent Technologies) of >8.5. Total RNA was amplified and Cy3 labeled by using the one-color Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s protocol. Hybridization to SurePrint G3 Human Gene Expression 8x60K Microarrays (Agilent Technologies) was performed with the Gene Expression Hybridization Kit (Agilent Technologies).

### Data Analysis Strategy for Microarray

For microarray, data analysis was performed using the Genespring Software GX 14.9.1 (Agilent Technologies) under minimal data reduction constraints (1.5-fold change and P ≤ 0.05 cutoff). Upon data import a standard baseline transformation to the median of all values was performed, including log transformation and computation of fold changes (log2(A/B) = log2(A)−log2(B)). Subsequently, a principle component analysis was conducted and revealed a homogenous component distribution. Compromised array signals (array spot non uniform due to pixel noise of feature exceeding threshold or above saturation) were excluded from further analysis. Genes regulated more than 1.5-fold were further analyzed by using the paired Student’s t-test and filtered for P-value of <0.05). The significantly regulated genes were summarized in entity lists (see **Supplementary Table S3**). Only differentially expressed probes annotated with a Gene Symbol were considered for further analysis. Probe intensities were averaged in cases where more than one probe per genes was considered differentially expressed, and the lowest p value among these probes was considered for plotting. Genes annotated as protein coding, using the Bioconductor’s AnnotationHub package (Ensemble Human Genome version 99) were used as input for a KEGG map enrichment test as described for RNA-seq data. Microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE196949.

### Generation of Mouse Tracheobronchial Epithelial Cells Cultures

Mouse tracheobronchial epithelial cells (MTEC) were isolated and differentiated as described previously (48). Briefly, mouse tracheas were surgically removed and placed in 10 ml 0.15% pronase solution (Roche, Basel, CH) and incubated overnight at 4°C. On the second day, a single cell suspension was generated by gently rocking the digested trachea. To remove fibroblasts, a native selection step was performed by incubating the cell suspension at 37°C in an atmosphere of 95% air, 5% CO_2_ for 5 h in MTEC basic medium containing 10% FCS (48). Subsequently, supernatants were collected, cells were counted and plated in a 12 well plate (7.5 x 10 (4)-1.0 x 10 (5) cells/well) coated with collagen (Thermo Fisher Scientific). Submerged MTEC cultures were incubated at 37°C in a humidified incubator containing 95% air, 5% CO_2_ for 7-10 days in MTEC proliferation medium containing retinoic acid (48).

### EROD-Assay

To determine CYP1A1 enzyme activity an EROD Assay was performed. When indicated, cells were stimulated with HDM or the known AhR agonist FICZ (5,11-Dihydroindolo[3,2-b]carbazole-6-carboxaldehyde, Tocris Bioscience, Bristol, UK or Sigma-Aldrich) to activate the AhR and induce CYP1A1 transcription. Prior to the start of the assay, cells seeded in round-bottom cell culture plates (96 well) were washed twice with pre-warmed PBS (37°C). After aspirating the PBS, the desired volume of EROD reaction mixture [(5 µM Ethoxyresorufin (7-ER, Sigma-Aldrich), 0.5 mM NADPH (Sigma-Aldrich), 1.0 mg/ml BSA (Sigma-Aldrich), 50 mM Tris (pH 7.4)] was pipetted into the plate and subsequently incubated for 20 minutes at 37°C. To terminate the reaction 2M glycine (Sigma-Aldrich, pH 10.3-10.4) was added in a ~1:1.5 ratio of glycine:EROD mixture volume. Supernatants were spun down at RT for 1-2 minutes to pellet any cellular debris. Subsequently, a fixed fraction of the supernatant was pipetted into a new plate. The plate was read at 535-550nm excitation and 570-590nm emission with a spectrophotometer (InfiniteM200pro, TECAN).

### Isolation of Primary Mouse Alveolar Epithelial Cells

Mouse primary alveolar epithelial cells were isolated as described previously (49). Briefly, cardiac perfusion was performed using DPBS (Life Technologies). Subsequently, a cannula was placed in the trachea to infuse, first, dispase (50 U/ml, Roche) for ∼45 seconds to allow the enzyme to distribute throughout the lungs without allowing it to spill back out. Next, 1 ml of 1% low-melt agarose (Sigma Aldrich) was gently infused. Lungs were covered with crushed ice for 2 minutes to allow for the agarose to solidify. Individual intact lung lobes were cut away and additionally kept in a dispase solution (50 U/ml, Roche) for 45 min at room temperature on a rocker at 150 rpm. After 45 minutes digested lungs were decanted in complete DMEM/F-12 (Gibco, Life Technologies) with DNase I (Qiagen) for 10 minutes to avoid clumping of cells. Single cell preparations were serially strained though a 100 μm, 70 μm and 40 μm strainers. Primary epithelial cells (singlets, alive, CD45-, EpCAM+ cells) were isolated with a FACSAria III cell sorter (BD) with a cell purity typically around 96%. The gating strategy is depicted in **Supplementary Figure S3B**.

### RNA-Sequencing Analysis of Primary Lung Epithelial Cells

Total RNA was extracted from sort-purified lung epithelial cells from wildtype, AhR^-/-^ and CYP1B1^-/-^ mice using a RNeasy Micro Kit (Qiagen) and eluted in nuclease-free water. RNA was desiccated to 3 µl and denatured for 3 minutes at 72 °C in the presence of 2.4 mM dNTP (Invitrogen Carlsbad, USA), 240 nM dT-primer* (Metabion, Planegg, Germany) and 4 U RNase Inhibitor (New England Biolabs, Frankfurt, Germany). Reverse transcription and addition of the template switch oligo was performed at 42°C for 90 min after filling up to 10 µl with RT buffer mix for a final concentration of 1x superscript II buffer (Invitrogen), 1 M betaine (Themo Scientific), 5 mM DTT (Invitrogen), 6 mM MgCl_2_ (Ambion), 1 µM TSO-primer* (Metabion), 9 U RNase Inhibitor (NEB) and 90 U Superscript II (Invitrogen). The reverse transcriptase was inactivated at 70°C for 15 min and single stranded cDNA was subsequently amplified using Kapa HiFi HotStart Readymix (Roche) at a 1x concentration together with 250 nM UP-primer* (Metabion) under following cycling conditions: initial denaturation at 98°C for 3 min, 10 cycles [98°C 20 sec, 67°C 15 sec, 72°C 6 min] and final elongation at 72°C for 5 min. The amplified cDNA was purified using 1x volume of Sera-Mag SpeedBeads (GE Healthcare, South Logan, USA) resuspended in a buffer consisting of 10 mM Tris (Applichem, Darmstadt, Germany), 20 mM EDTA (AppliChem), 18.5 % (w/v) PEG 8000 (Sigma Aldrich) and 2 M sodium chloride solution (Invitrogen). The cDNA quality and concentration was determined with the Fragment Analyzer (Agilent). For library preparation, 1.5 ng cDNA was tagmented using 0.5 µl TruePrep Tagment Enzyme V50 and 1x TruePrep Tagment Buffer L (TruePrep DNA Library Prep Kit V2 for Illumina, Vazyme), followed by an incubation step at 55°C for 10 min. Next, Illumina indices were added during PCR (72°C 3 min, 98°C 30 sec, 12 cycles [98°C 10 sec, 63°C 20 sec, 72°C 1 min], 72°C 5 min) with 1x concentrated KAPA Hifi HotStart Ready Mix and 300 nM dual indexing primers. After PCR, libraries were purified twice with 1x volume Sera-Mag SpeedBeads (GE Healthcare) and quantified with the Fragment Analyzer (Agilent Technologies), followed by Illumina sequencing on a Nextseq500 with a sample sequencing depth of 30 mio reads on average.

*dT-primer: C6-aminolinker-AAGCAGTGGTATCAACGCAGAGTCGAC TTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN, where N represents a random base and V any base beside thymidine;

TSO-primer: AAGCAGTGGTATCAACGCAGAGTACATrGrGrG, where G stands for ribo-guanosine;

UP-primer: AAGCAGTGGTATCAACGCAGAGT

Sequencing reads were pre-processed with bbduk [https://sourceforge.net/projects/bbmap/ (50)] to remove adapters still present in the raw reads and for quality trimming. Pre-processed reads were mapped to the mouse genome mm10 using GSNAP version 2020-03-12 (51). RNA sequencing quality was accessed using RNA-SeQC version 2.3.5 (52). Read counts were obtained using featureCounts version 2.0.0 (53). Splice site support and gene annotations were made using the Ensemble mm10 genome release version 99. Gene counts were filtered using the Bioconductor’s AnnotationHub package (R package version 2.18.0) to contain only protein coding genes. The protein coding genes were used for a differential expression analysis using the Bioconductor package edgeR (54). Genes were considered as differentially expressed when FDR corrected p-values were <= 0.05. Differentially expressed genes were used as input on a gene ontology enrichment analysis using the R package topGO (R package version 2.38.1). Only nodes containing at least 10 genes were considered in the analysis, using the classic algorithm with the Fisher’s exact test, and the p values were corrected using False Discovery Rate (FDR). Additionally, a Fisher’s exact test was used to detect KEGG metabolic maps (55) that were enriched for differentially expressed genes. This enrichment test was performed in an automated fashion using all available maps, and the resulting p values were also adjusted using FDR correction. Annotations from maps under “Human Disease” and “Drug Discovery” were ignored for the interpretation of the results, and only “Immune System” was used from heading “Organismal systems”. All RNA-seq related calculations were performed using the R environment for statistical computing. The raw data is available at the National Center for Biotechnology Information’s Gene Expression Omnibus database and are accessible through GEO Series accession number GSE158715 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158715).

### Statistics

Mouse data is displayed as mean ± SEM, histological and metabolite analysis as mean ± SD. Statistical significance was determined by ANOVA with Tukey’s multiple comparisons or by Student’s unpaired two-tailed t-test with or without Welch’s correction. The analysis was performed by GraphPad Prism software (version 7.0 and 8.0). Statistical analysis of RNAseq and microarray datasets was performed using R language for statistical computing.

## Data Availability Statement

Microarray and sequencing data sets are publicly available in NCBI's GEO, accession GSE158715 and GSE196949.

## Ethics Statement

The studies involving human participants were reviewed and approved by Local ethics committee of the Ludwig-Maximilians University of Munich, Germany (number 19-630). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Local ethics committee and government authorities (ROB-55-2-2532.Vet_02-18-94 and 55.2-1-54-2532-156-12).

## Author Contributions

Study design: JB, CS-W and CO Design and conduction of experiments FA, RJ, MW, A-MM, IF, MH and CO Data analysis: FA, RJ, MW, A-MM. and IF Bioinformatic analyses: CH, UZ. Supervision: FA, JB, TB, JE-v-B, CS-W, CO Writing original draft: FA, RJ and CO Review & Editing: All Authors. Funding Acquisition: CO. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the European Research Council (ERC Starting grant project number 716718 to CO) and the Deutsche Forschungsgemeinschaft (grant number OH 282/1-1 and OH 282/1-2 within FOR2599 to CO and project P07 within SFB1371 to CO). RJ was supported by a fellowship from the Humboldt foundation (grant number 1200905 - HFST-P). MW was supported by the Christine-Kühne Center (CK-Care). CH is supported by a fellowship grant #2019/14245-1, and by grant #2013/07914-8 from the São Paulo Research Foundation (FAPESP). The VBCF Metabolomics Facility is supported by the City of Vienna through the Vienna Business Agency.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Lung Epithelial CYP1 Activity Regulates Aryl Hydrocarbon Receptor Dependent Allergic Airway Inflammation
**Source:** Front Immunol. 2022 Jun 6;13:901194. doi: 10.3389/fimmu.2022.901194
**Supplement:** Supplementary file 1

## Slide 1
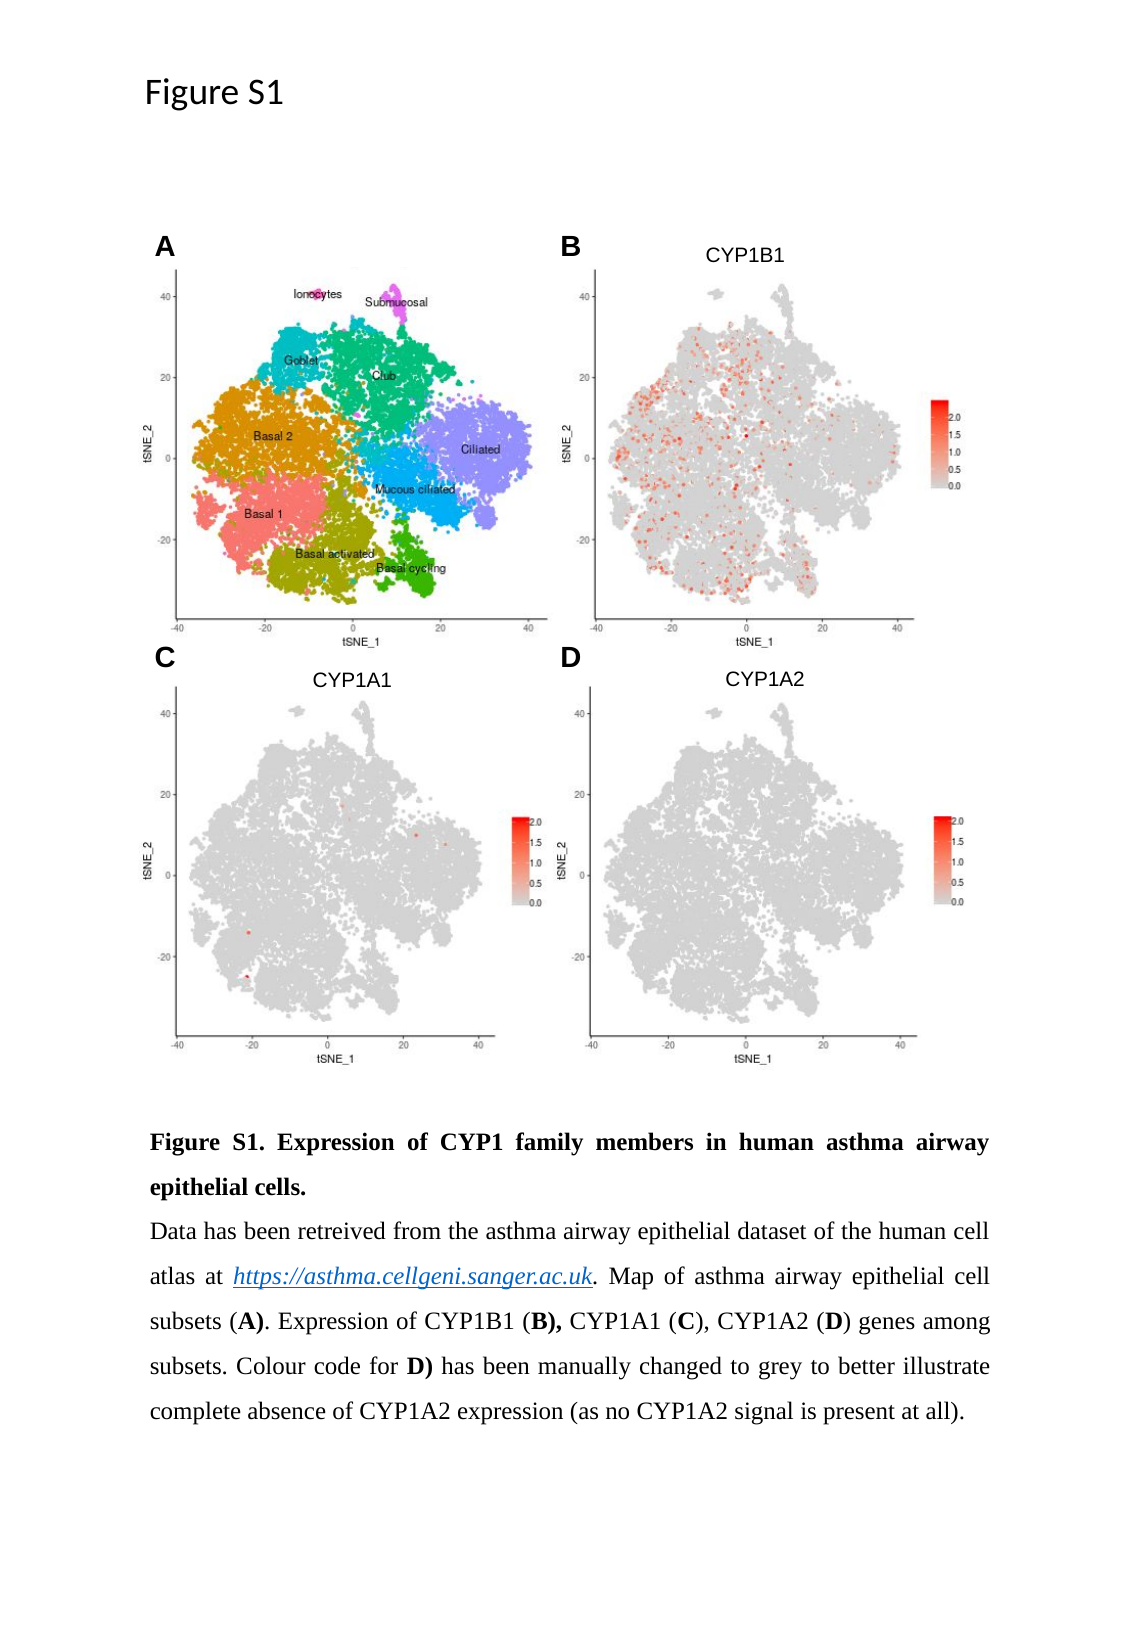

Figure S1
A
B
CYP1B1
C
D
CYP1A2
CYP1A1
Figure S1. Expression of CYP1 family members in human asthma airway epithelial cells.
Data has been retreived from the asthma airway epithelial dataset of the human cell atlas at https://asthma.cellgeni.sanger.ac.uk. Map of asthma airway epithelial cell subsets (A). Expression of CYP1B1 (B), CYP1A1 (C), CYP1A2 (D) genes among subsets. Colour code for D) has been manually changed to grey to better illustrate complete absence of CYP1A2 expression (as no CYP1A2 signal is present at all).

## Slide 2
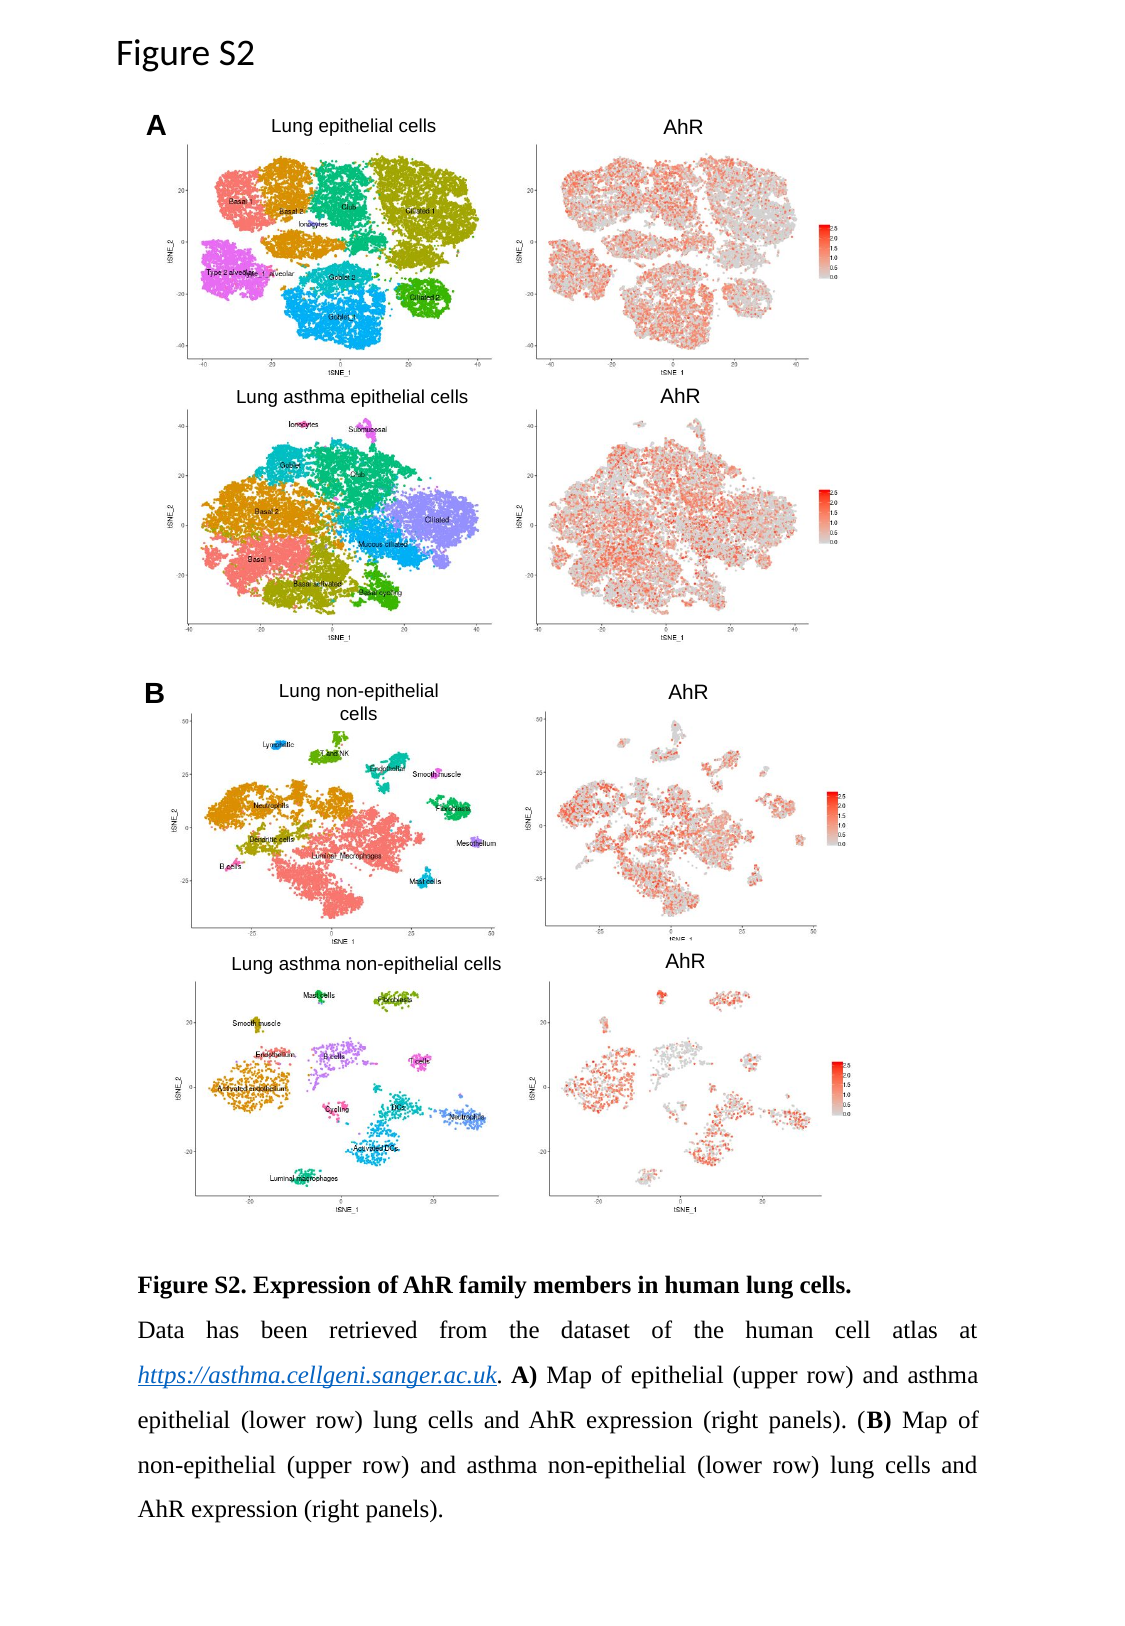

Figure S2
A
Lung epithelial cells
AhR
AhR
Lung asthma epithelial cells
B
Lung non-epithelial cells
AhR
AhR
Lung asthma non-epithelial cells
Figure S2. Expression of AhR family members in human lung cells.
Data has been retrieved from the dataset of the human cell atlas at https://asthma.cellgeni.sanger.ac.uk. A) Map of epithelial (upper row) and asthma epithelial (lower row) lung cells and AhR expression (right panels). (B) Map of non-epithelial (upper row) and asthma non-epithelial (lower row) lung cells and AhR expression (right panels).

## Slide 3
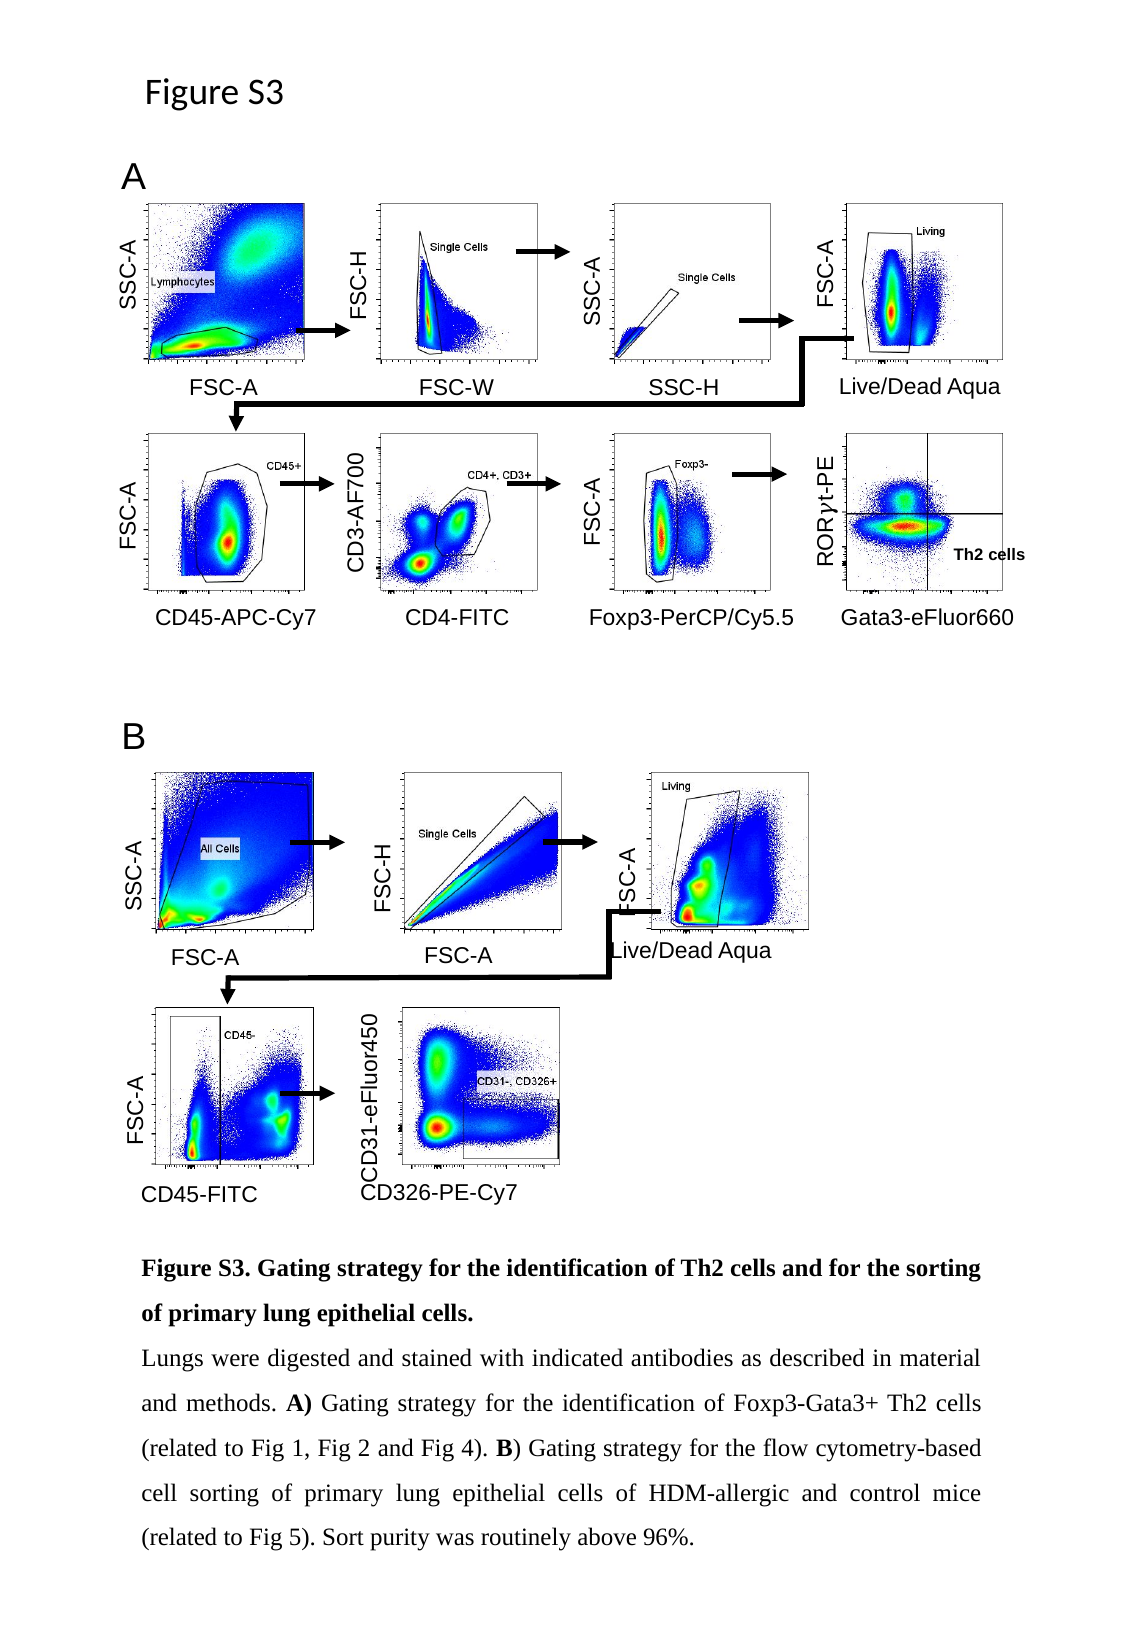

Figure S3
A
FSC-A
SSC-A
FSC-H
SSC-A
Live/Dead Aqua
FSC-A
FSC-W
SSC-H
FSC-A
ROR𝛾t-PE
CD3-AF700
FSC-A
Th2 cells
CD45-APC-Cy7
CD4-FITC
Foxp3-PerCP/Cy5.5
Gata3-eFluor660
B
SSC-A
FSC-H
FSC-A
Live/Dead Aqua
FSC-A
FSC-A
CD31-eFluor450
FSC-A
CD326-PE-Cy7
CD45-FITC
Figure S3. Gating strategy for the identification of Th2 cells and for the sorting of primary lung epithelial cells.
Lungs were digested and stained with indicated antibodies as described in material and methods. A) Gating strategy for the identification of Foxp3-Gata3+ Th2 cells (related to Fig 1, Fig 2 and Fig 4). B) Gating strategy for the flow cytometry-based cell sorting of primary lung epithelial cells of HDM-allergic and control mice (related to Fig 5). Sort purity was routinely above 96%.

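Transcripts of the proteins used for sorting were counted in the sequenced ECs. Epcam (ENSMUSG00000045394) was at 144 ± 42.5 CPM (SD, n = 4) in the WT HDM libraries and at 92.7 ± 40.5 (SD, n = 4) in the HDM libraries labelled AhR-/-. Ptprc (ENSMUSG00000026395), which encodes CD45, was at 299 ± 99.2 (SD, n = 4) in the WT HDM libraries and at 54.6 ± 46.6 (SD, n = 4) in those labelled AhR-/-, a log2 fold change of -2.44 (standard error 0.83, adjusted p = 0.0519 from edgeR's quasi-likelihood test). In the steady-state WT libraries, Ptprc was at 79.8, 21.3, 7.88 and 2.65 CPM. Pecam1 (ENSMUSG00000020717), which encodes CD31, was at 8.23 ± 4.01 (SD, n = 4) in the WT HDM libraries and at 3.48 ± 2.29 (SD, n = 4) in those labelled AhR-/-.

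**Figure D6:**
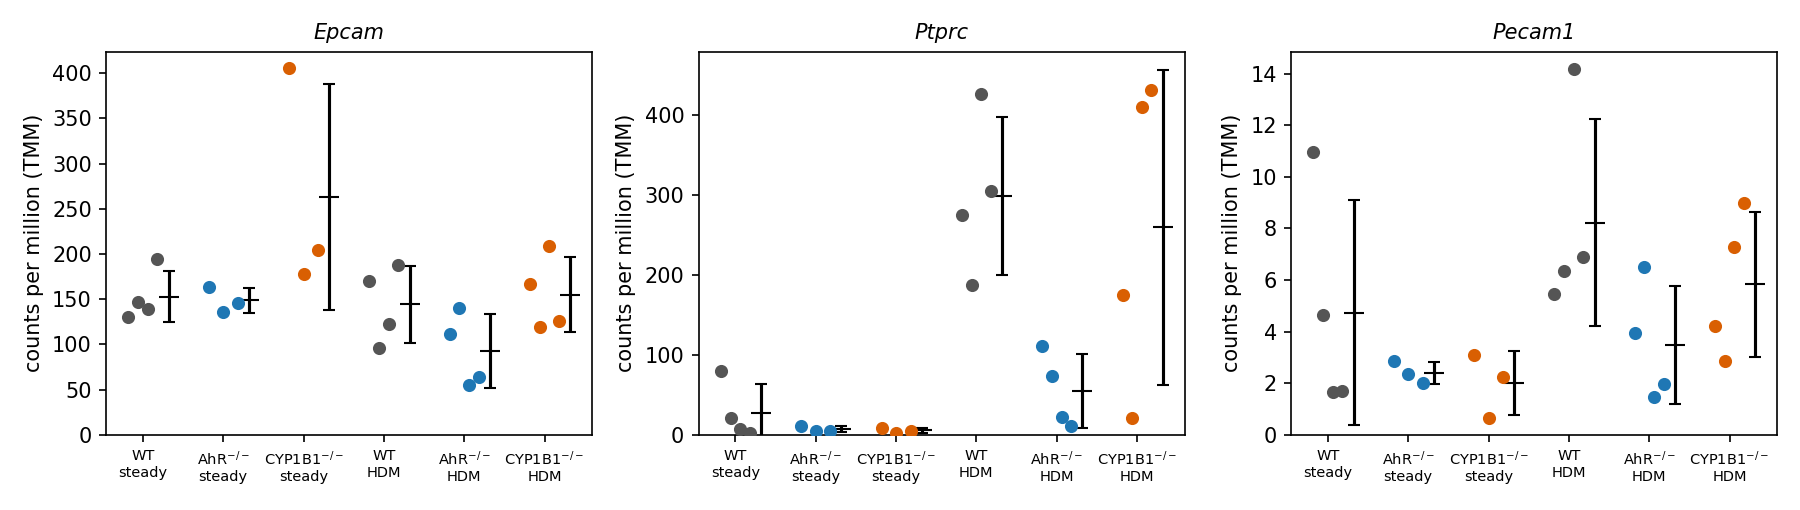
CPM (TMM) of Epcam, Ptprc and Pecam1, with 1 point per library and the mean ± SD beside each group. Ptprc is at 427 in WT HDM replicate 3 and at 2.65 in a steady-state WT library.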

# Supplementary material for: Lung Epithelial CYP1 Activity Regulates Aryl Hydrocarbon Receptor Dependent Allergic Airway Inflammation
**Source:** Front Immunol. 2022 Jun 6;13:901194. doi: 10.3389/fimmu.2022.901194
**Supplement:** Supplementary file 2

| **Marker** | **Fluorophore** | **Clone** | **Source** | **Catalogue number** |
| --- | --- | --- | --- | --- |
| Fc Block | - | 2.4G2 | BD Biosciences | #553141 |
| CD45 | FITC | 30-F11 | eBiosciences | #11-0451-82 |
| CD45 | APC-eFluor780 | 30-F11 | eBiosciences | #47-0451-82 |
| CD31 | eFluor450 | 390 | eBiosciences | #48-0311-82 |
| CD326 (EpCam) | PE-Cy7 | G8.8 | eBiosciences | #25-5791-80 |
| CD3 | FITC | 145-2C11 | BD Biosciences | #553062 |
| CD3 | AlexaFluor700 | 17A2 | BioLegend | #100216 |
| CD4 | FITC | GK1.5 | BD Biosciences | #553729 |
| CD4 | AlexaFluor700 | RM4-5 | BD Biosciences | #557956 |
| Foxp3 | PerCP/Cy5.5 | FJK-16s | BD Biosciences | #45-5773-82 |
| Gata3 | eFluor660 | TWAJ | eBiosciences | #50-9966-42 |
| RORγt | PE | AFKJS-1 | eBiosciences | #12-6988-82 |
| Live/Dead | Zombie Aqua | - | BioLegend | #423101 |

**Table S1.** Antibodies used for flow cytometry

# Supplementary material for: Lung Epithelial CYP1 Activity Regulates Aryl Hydrocarbon Receptor Dependent Allergic Airway Inflammation
**Source:** Front Immunol. 2022 Jun 6;13:901194. doi: 10.3389/fimmu.2022.901194
**Supplement:** Supplementary file 3

**Table S2.** Primers used for real-time PCR

| IL-4 | Forward:  Reverse: | GTC ATC CTG CTC TTC TTT CTC G  CTC TCT GTG GTG TTC TTC GTT G |
| --- | --- | --- |
| IL-13 | Forward:  Reverse: | CCT GGC TCT TGC TTG CCT T  GGT CTT GTG TGA TGT TGCT CA |
| IFN-γ | Forward:  Reverse: | GCA TTC ATG AGT ATT GCC AAG  GGT GGA CCA CTC GGA TGA |
| IL-17a | Forward:  Reverse: | TCC AGA AGG CCC TCA GAC TA  TGA GCT TCC CAG ATC ACA GA |
| AhR | Forward:  Reverse: | TCT GTT CTT AGG CTC AGC GTC  GCG CCT GTA ACA AGA ACT CTC |
| CYP1A1 (Qiagen) | Forward:  Reverse: | Mm_Cyp1a1_1_SG QuantiTect Primer Assay |
| CYP1B1 (Qiagen) | Forward:  Reverse: | Mm_Cyp1b1_2_SG QuantiTect Primer Assay |
| CCL11 | Forward:  Reverse: | GGC TGA CCT CAA ACT CAC AGA AA  ACA TTC TGG CTT GGC ATG GT |
| GAPDH | Forward:  Reverse | CGT CCC GTA GAC AAA ATG GT  TTG ATG GCA ACA ATC TCC AC |
| Beta-actin | Forward:  Reverse | TTC TTT GCA GCT CCT TCG TT  ATG GAG GGG AAT ACA GCC C |

How the deposited data were processed for this re-analysis (not part of the article)

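RNA of sorted lung ECs from WT, AhR-/- and CYP1B1-/- mice was sequenced at steady state and after HDM. The authors trimmed the reads with bbduk, mapped them to mm10 with GSNAP and counted them per gene with featureCounts version 2.0.0 on Ensembl release 99. The deposited values are counts, whole numbers of reads per gene without normalization, and include genes outside the protein-coding class. How the authors treated strand and reads with several positions is not stated in the methods.

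Genes were matched by Ensembl identifier to GENCODE M21, which covers 54147 of the 54373 genes listed, and the 21793 protein-coding genes were kept. Tests were run in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15, genotype as group), libraries were normalized with TMM, and glmQLFit with robust estimation and glmQLFTest were applied with all 3 genotypes of a table in one fit. The interaction of genotype and state was fitted over both tables. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values use TMM library sizes of the protein-coding genes, and log2 values use a prior count of 1. The threshold was a Benjamini-Hochberg adjusted p of 0.05, as in the paper. Pathway lists were tested with camera of limma 3.58.1.

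Named genes are those the text, Fig. 5B or the shorter sheets of Supplementary Table S4 name, the targeted genes, CYP1 genes and sorting markers. In the comparison of AhR-/- with WT after HDM, the 5 genes of lowest p in each direction with separate libraries were added, and in other comparisons every gene past the threshold up to 10. Members of a gene list are named where the list is reported.

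The alternatives tried were edgeR's likelihood ratio test, no filter, at least 10 counts in every library, RLE and upper-quartile normalization, DESeq2 1.42.0, limma voom with sample weights, glmQLFit without robust estimation, all genes, the replicate number as a block, the Y-linked and the hematopoietic marker scores as covariates, fits of the compared groups only, an absolute log2 fold change of at least 1, and each library left out in turn. For the lists, a preset correlation of 0.01, fry and Reactome pathways were tried. Leaving out dominant predicted genes, those with at least 1% of a library's counts, and leaving out the libraries with Y-linked reads were chosen after the data were seen. The scripts were tested on simulated data with 200 changed genes, where the quasi-likelihood test had 5.19% unchanged genes among its calls in the HDM comparison of AhR-/- with WT, the likelihood ratio test 17.4%, DESeq2 19.4% and voom 8.76%. KEGG maps and the microarray were not analysed here.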

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

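The comparisons of the hematopoietic and Y-linked covariates with random covariates, and the test of sample labels, were written only after the counts of DEGs or of the genes concerned had been seen. So was the count at unadjusted p-values that is set beside the covariate tests.

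Across 172 sets of at least 4 libraries, 10 held a library far from the others of its group, where chance gives about 8.6 (1 in 20), so these outliers as a group are close to what chance gives. WT HDM replicate 1 had 15512503 total counts against 9654825 to 10319824 in the other WT HDM libraries. WT steady-state replicate 4 had 17707000 total counts and 14120921 protein-coding counts outside the dominant predicted genes, against at most 11273312 and 8219962 in the others. The mean log2 level of alveolar type 1 markers was 10.64 in WT steady-state replicate 1, against 10.80 to 10.82. That of mesenchymal markers was 2.20 in AhR-/- HDM replicate 3, against 1.31 to 1.43. Single genes far from their group on the log2 scale were Ahr in WT HDM replicate 4 (3.02), Cdc14b in AhR-/- HDM replicate 2 (3.68), Zfp292 in WT steady-state replicate 1 (4.92), Lfng in AhR-/- HDM replicate 3 (-1.24) and F830016B08Rik in WT HDM replicate 3 (-1.10). No biological explanation was tested for these.

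Signals the paper does not report were Y-linked reads, predicted genes, immunoglobulin transcripts and genes outside the protein-coding class. Ddx3y stood at 53.8 CPM in AhR-/- HDM replicate 3 and at 52.2 in replicate 4, and at no more than 0.0639 in the other 10 HDM libraries. Gm10800 took 71.9% of the counts of AhR-/- HDM replicate 3, against 0.00819% to 68.2% in the other HDM libraries. Immunoglobulin genes took 1.11% of the counts of WT HDM replicate 1, against 0.00196% to 0.0196% at steady state, and other HDM libraries had up to 1.05% (CYP1B1-/- replicate 4). Outside the protein-coding class, 360 genes differed between the HDM libraries labelled AhR-/- and WT when all genes were tested, 144 higher and 216 lower, and 38 of the lower ones were immunoglobulin genes.

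Hematopoietic transcripts in the sorted cells are a candidate explanation for genes lower in the HDM libraries labelled AhR-/-. Across the 8 WT and CYP1B1-/- HDM libraries, the 1813 lower genes outside the marker list followed the hematopoietic score more closely than other genes, with an area under the curve of 0.865, and the same area was 0.861 in the 4 CYP1B1-/- libraries, which are on neither side of the comparison but shared its fit. The 1305 higher genes ran against the score in the 8 libraries, with an area of 0.268. Their median rho with it was -0.6, against 0.74 for the lower genes and -0.14 for the others. The covariate tests could not decide further. With the hematopoietic score as a covariate 0 genes passed, and 69 of 99 random covariates gave more. The Y-linked score also gave 0, with 69 of 99 above it. Since 30 of the 99 random covariates gave 0 as well, no covariate could have fallen below the 95 set as the requirement. At an unadjusted p under 0.05, 927 genes remained with the hematopoietic score, fewer than with any of the 99 random covariates (1129 to 6798), and 3426 with the Y-linked score, fewer than with 91 of them. The hematopoietic score itself parts the groups, at 1.78 to 4.58 in the HDM libraries labelled AhR-/- and 5.17 to 6.13 in WT. A covariate so close to genotype takes up genotype differences whatever its source, and the random covariates were not matched for this, so the comparison does not decide either.

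Leaving out the 2 AhR-/- libraries with Y-linked reads left 0 genes (3126 at an unadjusted p under 0.05). Of the 5 other pairs of AhR-/- libraries, 3 left more genes and the others also left 0, so this test separates neither outcome. Depth outside the dominant predicted genes as a covariate gave 4182 genes, and 6 of 99 random covariates gave more. Log2 fold changes were related weakly to GC content (Spearman rho -0.116 across genes) and exon length (0.043), both below the 0.3 set as the requirement. The number of genes that differ between these HDM libraries cannot be told apart from a difference in hematopoietic transcripts. For Y-linked reads the tests did not decide on the number. Of the 3129 genes, 3102 kept their direction with the hematopoietic covariate, and all 3129 did with the Y-linked covariate and without the 2 libraries with Y-linked reads. The genes were chosen as different with the same libraries, which largely fixes their direction. Single genes differ in this: the log2 fold change of Acp1 was -2.23 with the hematopoietic covariate and -2.22 with the Y-linked covariate.

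Genomic DNA was weighed as a source of the Gm10800 reads. Over the 12 HDM libraries, the share of olfactory receptor genes among the remaining reads rose with that of Gm10800 with a Spearman rho of 0.559 (permutation p = 0.0621, adjusted 0.0686 over 2 relations) and a Pearson r of 0.544 (permutation p = 0.0686, adjusted 0.0686). Without the 2 libraries farthest from the median, r was 0.19, so the relation rests on those libraries.

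A mislabelled sample was weighed because neither targeted gene was lower. Acp1 and Wdfy1 parted the 4 HDM libraries labelled AhR-/- from the other 8, with gaps of 1.25 and 0.64 on the log2 scale. At steady state, Acp1 parted the 3 libraries labelled AhR-/- from the other 7 (2.68 to 5.12 CPM against 9.74 to 17.2) and Wdfy1 did not. After HDM, both are among the genes chosen for parting these libraries from WT, so the test does not settle whether a sample is mislabelled. Cyp1b1 parted the libraries labelled CYP1B1-/- from all others in both states, and Ahr parted the 3 steady-state libraries labelled AhR-/- (21.9 to 27.4 CPM) from the other 7 (at most 17.0), which speaks against single exchanges of these libraries.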

How the results depend on the processing

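All alternatives below were set before the data were examined, apart from leaving out dominant predicted genes and the libraries with Y-linked reads. The cause of a change was not tested unless a value is given.

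Between the steady-state libraries labelled AhR-/- and WT, where 0 genes passed (263 at an unadjusted p under 0.05), the likelihood ratio test gave 11 genes, that test without a filter 10, DESeq2 13, voom 11, upper-quartile normalization 1, the Y-linked covariate 5 and the compared groups alone 5. With each library left out, 0 to 1 genes passed.

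After HDM, the 3129 genes of the same comparison became 1802 without a filter, 6669 with voom, 0 with the Y-linked covariate (3426 unadjusted), 0 with the hematopoietic covariate (927 unadjusted) and 0 without the 2 libraries with Y-linked reads (3126 unadjusted). The other alternatives, apart from the replicate block, stayed within 1.5 times 3129, from 2468 with at least 10 counts in every library to 4592 with DESeq2. Over the 8 fits with a library left out, 0 to 4137 genes passed. The share of higher genes was 41.7%, and 50.8% with upper-quartile normalization, which moved the median log2 fold change of all genes to 0.15.

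For the libraries labelled CYP1B1-/- and WT at steady state, the 2 genes became 5 with DESeq2, 8 with voom, 4 with the Y-linked covariate and 0 with the compared groups alone (509 unadjusted), and 0 to 4 with a library left out. After HDM, where 0 passed (233 unadjusted), the likelihood ratio test gave 1, that test without a filter 2 and DESeq2 1.

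Between the libraries labelled AhR-/- and CYP1B1-/- at steady state, the 1 gene became 9 with the likelihood ratio test, 6 with that test without a filter, 14 with DESeq2, 10 with voom, 3 with all genes, 5 with the Y-linked covariate and 0 with the compared groups alone (657 unadjusted), and 0 to 7 with a library left out. After HDM, the 1 gene became 2458 with the likelihood ratio test, 1411 with that test without a filter, 2906 with DESeq2 and 4303 with voom. It became 0 without a filter (3818 unadjusted), with at least 10 counts in every library (2922), with the Y-linked covariate (1760), with the hematopoietic covariate (1603) and with the compared groups alone (3539), and 0 to 3098 with a library left out.

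For the interaction of AhR-/- with HDM, where 0 passed (3050 unadjusted), the likelihood ratio test gave 221, that test without a filter 52, DESeq2 1236, voom 5042 and the compared groups alone 1001, and 0 to 1017 genes passed with a library left out. For CYP1B1-/-, 0 to 1 genes passed with a library left out (382 unadjusted with all libraries).

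Of the 22 clock genes, 0 passed at steady state (13 unadjusted), and 5 with the likelihood ratio test, 5 with that test without a filter, 5 with DESeq2, 4 with voom and 2 with the Y-linked covariate. Of the 8 pathway lists, 0 passed (camera p from 0.112), 7 with the preset correlation of 0.01 and 5 with fry.

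Same-numbered libraries come from different mice, and their deviations from the group means had a mean correlation of 0.085 at steady state and -0.012 after HDM. With the replicate number as a block, 1 gene passed between the HDM libraries labelled AhR-/- and WT (5370 unadjusted), 0 for CYP1B1-/- at steady state (359 unadjusted) and 0 between AhR-/- and CYP1B1-/- at steady state (309 unadjusted).

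Signs of single genes changed between the HDM libraries labelled AhR-/- and WT. Il33 was -1.32 with voom, -0.16 with the replicate number as a block and from -0.31 to 0.80 with a library left out. Il1b was 0.13 with the Y-linked covariate, 1.85 with the hematopoietic covariate and 0.013 without the 2 libraries with Y-linked reads. With the hematopoietic covariate, Epcam was 0.013, Ptprc 0.192 and Pecam1 0.094, and Ptprc is itself one of the markers behind that covariate. The genes were limited to the 41 gene results that the text reports after a longer list had shown more changes of sign. Over these 41 results, 582 fits under other choices gave 439 on the same side, 70 weaker, 65 stronger and 8 reversed, and 311 fits with a library left out gave 204, 102, 4 and 1.

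In simulated data, the likelihood ratio test and DESeq2 found more changed genes than the quasi-likelihood test after HDM (78.5% and 81% against 64% for AhR-/-), with more unchanged genes among their calls (17.4% and 19.4% against 5.19%).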

Differences from the paper's values

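For the libraries labelled AhR-/- and WT at steady state, Supplementary Table S4 lists 10 genes as the paper's, and 0 passed here (263 at an unadjusted p under 0.05). The likelihood ratio test (11 genes), that test without a filter (10), DESeq2 (13) and voom with sample weights (11), all set before the data were examined, came within 1.5 times the paper's count. The other alternatives set before the data were examined did not. All 10 of the paper's genes were called under the likelihood ratio test with and without a filter and under DESeq2, and 8 of them under voom. The Y-linked covariate called 4 of them (Acp1, Arntl, Cry1 and Rab4a), the compared groups alone 3 (Acp1, Arntl and Cry1), upper-quartile normalization and leaving out AhR-/- replicate 4 Acp1, and leaving out AhR-/- replicate 1 Wdfy1.

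For the libraries labelled CYP1B1-/- and WT after HDM, the paper lists 2 genes and 0 passed here (233 at an unadjusted p under 0.05). The likelihood ratio test without a filter gave the paper's 2 genes, Cyp1b1 and F830016B08Rik. The likelihood ratio test with the filter and DESeq2 each gave F830016B08Rik alone, and no other alternative set before the data were examined called either gene.

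The paper's methods give 30 mio reads per library on average, and the deposited counts average 12.6 mio per library. Sequenced reads and reads counted on genes are different measures. No alternative changes this value.

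In its results, the paper gives no differential expression for CYP1B1 deficiency without allergy, and in its discussion almost none. Rab4a and Srbd1 passed here, and Supplementary Table S4 lists the paper's 3 genes, these and Rell1. Rell1 was called by the likelihood ratio test with and without a filter, the quasi-likelihood test without a filter, DESeq2, voom, the Y-linked covariate and leaving out CYP1B1-/- replicate 2.

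Of the paper's 2689 genes for AhR-/- after HDM, 1999 were readable, and 1753 of these passed here, all in the paper's direction. The likelihood ratio test called 1981 of them, DESeq2 1979, voom 1967 and the likelihood ratio test without a filter 1922. That last setting called 2630 genes in total here. In the other comparisons with WT it called exactly the paper's 10, 3 and 2 genes and no others. The choice of test and filter is thus enough to give the differences in these shorter lists. Ptprc, in the paper's list, had an adjusted p of 0.0519 here. It passed with the likelihood ratio test with and without a filter, at least 10 counts in every library, RLE and upper-quartile normalization, DESeq2, glmQLFit without robust estimation, voom and the compared groups alone. Over all alternatives, passing or not, its adjusted p ran from 0.00132 to 0.900, and it passed in 0 of the 8 fits with a library left out (adjusted p from 0.0535 to 0.140, edgeR). For 29 log2 fold changes set side by side, the signs were the same and the largest gap was 0.06.

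The paper describes pathways as higher or lower overall after HDM. It tested KEGG maps for an excess of DEGs with Fisher's exact test, which was not repeated here. The medians of the 8 hand-written lists had the paper's directions, and 0 of the 8 lists passed camera (lowest p = 0.112). Camera asks another question of other lists, so this is no failed repeat of the paper's test.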

Other observations

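The tests of genes near Ahr and Cyp1b1 were chosen only after the results had been seen. The other tests in this part were written before.

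Same-numbered libraries were parted by the real grouping, so it was compared only with splits that part as many same-numbered pairs. After HDM, 1 of the 8 such splits of the 8 AhR-/- and WT libraries, the real one, gave as many as 3129 genes. Of all 35 splits of these libraries, 27 of which do not part every pair, 1 gave as many, the real one, and no other gave more than 4 genes. At steady state, 8 of 8 splits gave at least the 0 genes of the real one for AhR-/- (263 at an unadjusted p under 0.05), and 1 of 8 gave as many as the 2 genes for CYP1B1-/-. For CYP1B1-/- after HDM, 8 of 8 gave at least 0 (233 unadjusted). Between AhR-/- and CYP1B1-/-, 1 of 4 splits gave as many as the 1 gene at steady state, and 2 of 8 did after HDM, where another split gave 3087 genes. Among 8 or 4 splits no share under 0.05 can arise, and a count of 0 is reached by every split, so the comparison with pair-parting splits does not decide for these counts. The split with 3087 genes set AhR-/- HDM replicates 1, 3 and 4 and CYP1B1-/- replicate 2 against the rest. It parted the libraries by hematopoietic score, at 1.78 to 4.09 against 4.58 to 5.92. Genotype did not, and gave 1 gene. Leaving out AhR-/- replicate 2 or CYP1B1-/- replicate 2 gave 2683 and 3098 genes, and leaving out any other library 0. In this comparison, the count thus followed the hematopoietic score more closely than genotype. For the interaction with HDM, 100 labellings were compared: the real one and seeded draws of label exchanges within pairs. All 100 gave at least 0 genes, for AhR-/- and for CYP1B1-/-. The real labelling had 3050 genes at an unadjusted p under 0.05 for AhR-/-, reached by 18 of the 100 with itself counted. For CYP1B1-/- it had 382, reached by 48 with itself counted. For the pathway lists and for the clock genes called, 8 of 8 splits gave at least the 0 of the real grouping (unadjusted camera p from 0.112, and 13 clock genes at an unadjusted p under 0.05).

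DNA of another strain may remain around a targeted gene. Within 10 Mb of Cyp1b1, 13 of 91 genes (14.3%) had an unadjusted p under 0.05 between the steady-state libraries labelled CYP1B1-/- and WT, against 5.75% of the others (Fisher's exact test, two-sided, p = 0.00219). After HDM it was 4 of 88 (4.55%) against 1.63% (Fisher's exact test, p = 0.0572). Within 10 Mb of Ahr, it was 3 of 62 (4.84%) against 1.68% at steady state (Fisher's exact test, p = 0.0876) and 21 of 55 (38.2%) against 38.8% after HDM (Fisher's exact test, p = 1). Adjusted over these 4 tests (Benjamini-Hochberg), the p-values near Cyp1b1 were 0.00876 and 0.114, and those near Ahr 0.117 and 1. These counts include the targeted gene itself. Without it, a choice made after the values were seen, 12 of 90 genes near Cyp1b1 (13.3%) and 2 of 61 near Ahr (3.28%) had such a p at steady state (Fisher's exact test, p = 0.00559 and 0.275, adjusted 0.0224 and 0.366). After HDM, it was 3 of 87 and 21 of 54 (Fisher's exact test, p = 0.171 and 1, adjusted 0.342 and 1). Genes are not independent replicates. The excess near Cyp1b1 at steady state is consistent with such DNA in the CYP1B1-/- line, and Srbd1 is one of the 13 genes. Acp1 is one of the 3 genes near Ahr at steady state, and whether such DNA bears on Acp1 alone was not tested.

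At steady state, Rab4a was higher than in WT in the libraries labelled CYP1B1-/- (log2 fold change 2.46) and in those labelled AhR-/- (1.49, adjusted p = 0.480, edgeR). Wdfy1 was at 1.61 and 0.21 (adjusted p = 0.772 for AhR-/- and 0.948 for CYP1B1-/-, edgeR). A different substrain of the WT mice was weighed through Nnt. Its ranges overlapped, at 0.181 to 0.635 CPM in WT and 0.336 to 0.569 in the knockouts, a gap of -0.78 on the log2 scale. With 2 to 7 reads per library, this does not settle whether the substrains differ.

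Cyp1a1 was counted at 0 to 11 reads per library, too few to compare genotypes. All 13 proliferation markers were lower in the HDM libraries labelled AhR-/- than in WT and passed individually (median log2 fold change -2.56), and all 24 hematopoietic markers were lower, 11 of them past the threshold. All 14 alveolar type 1 markers (median log2 fold change 2.09, 3 past the threshold), all 10 club and goblet cell markers (1.79, 2 past it) and all 11 ciliated cell markers (1.35, 3 past it) were higher. Of the 12 alveolar type 2 markers, 8 were higher and 4 lower (0.29, 0 past it). No biological explanation was tested for these. CYP1B1-/- steady-state replicate 2 had 0.0907% mitochondrial counts and 27.9 CPM of Ddx3y, against 0.771% to 1.45% and 99.8 to 136 in the other steady-state libraries.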
